# GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes

**DOI:** 10.7554/eLife.86452

**Published:** 2023-10-11

**Authors:** Jayashree Jena, Luis Miguel García-Peña, Eric T Weatherford, Alex Marti, Sarah H Bjorkman, Kevin Kato, Jivan Koneru, Jason H Chen, Randy J Seeley, E Dale Abel, Renata O Pereira

**Keywords:** brown adipose tissue, mitochondrial stress, integrated stress response, PERK, GDF15, Mouse

## Abstract

We previously reported that mice lacking the protein optic atrophy 1 (OPA1 BKO) in brown adipose tissue (BAT) display induction of the activating transcription factor 4 (ATF4), which promotes fibroblast growth factor 21 (FGF21) secretion as a batokine. FGF21 increases metabolic rates under baseline conditions but is dispensable for the resistance to diet-induced obesity (DIO) reported in OPA1 BKO mice (Pereira et al., 2021). To determine alternative mediators of this phenotype, we performed transcriptome analysis, which revealed increased levels of growth differentiation factor 15 (GDF15), along with increased protein kinase R (PKR)-like endoplasmic reticulum kinase (PERK) levels in BAT. To investigate whether ATF4 induction was mediated by PERK and evaluate the contribution of GDF15 to the resistance to DIO, we selectively deleted PERK or GDF15 in OPA1 BKO mice. Mice with reduced OPA1 and PERK levels in BAT had preserved ISR activation. Importantly, simultaneous deletion of OPA1 and GDF15 partially reversed the resistance to DIO and abrogated the improvements in glucose tolerance. Furthermore, GDF15 was required to improve cold-induced thermogenesis in OPA1 BKO mice. Taken together, our data indicate that PERK is dispensable to induce the ISR, but GDF15 contributes to the resistance to DIO, and is required for glucose homeostasis and thermoregulation in OPA1 BKO mice by increasing energy expenditure.

## Introduction

The integrated stress response (ISR) is a pro-survival signaling pathway present in eukaryotic cells, which is activated in response to a range of physiological and pathological stressors. Such stresses commonly include cell-extrinsic factors such as hypoxia, amino acid deprivation, glucose deprivation, and viral infection. However, cell-intrinsic stresses such as endoplasmic reticulum (ER) stress (Pakos-Zebrucka et al., 2016), and mitochondrial stress can also activate the ISR (Bao et al., 2016; Quirós et al., 2017; Pereira et al., 2021). Induction of the ISR and its main effector activating transcription factor 4 (ATF4) in response to various stress conditions frequently correlates with increased levels of the endocrine factors fibroblast growth factor 21 (FGF21) and growth differentiation factor 15 (GDF15) in tissues, such as liver (Kang et al., 2021) and skeletal muscle (Ost et al., 2020). However, the upstream mechanisms mediating ISR induction in response to mitochondrial stress are unclear. Furthermore, the respective roles of FGF21 and GDF15 in the context of mitochondrial dysfunction are incompletely understood.

We recently reported that mitochondrial stress caused by deletion of the mitochondrial fusion protein optic atrophy 1 (OPA1 BKO) activated the ISR and induced its main effector ATF4 in brown adipose tissue (BAT). ATF4-mediated FGF21 induction was required to promote browning of inguinal white adipose tissue (iWAT) and improve thermoregulation in OPA1 BKO mice at baseline conditions. Although activation of the ISR in BAT led to resistance to diet-induced obesity (DIO) in an ATF4-dependent manner, this phenomenon was independent of FGF21 (Pereira et al., 2021). In the present study, we sought to investigate the upstream mechanisms mediating ISR activation in BAT in response to OPA1 deletion and the molecular mechanisms downstream of ATF4 mediating resistance to DIO.

Transcriptome analysis showed that the unfolded protein response (UPR), and specifically the protein kinase R (PKR)-like ER kinase (PERK), was induced in OPA1-deficient BAT. Given that PERK is shared by the ISR and the UPR (Pakos-Zebrucka et al., 2016), here, we tested the hypothesis that PERK is required for ATF4 induction in BAT. We also observed that in addition to FGF21, GDF15 was highly induced in BAT upon OPA1 deletion. Because GDF15 has been shown to regulate energy homeostasis in rodents (Tsai et al., 2018a; Chung et al., 2017b), here we tested the hypothesis that GDF15 is downstream of ATF4 and mediates the resistance to DIO in mice lacking OPA1 in thermogenic adipocytes. Our data reveal that PERK is dispensable for ISR and ATF4 induction in BAT in response to OPA1 deletion. Notably, GDF15 partially mediates the resistance to DIO, but is necessary for the improvement in glucose homeostasis and hepatic steatosis following high-fat feeding in OPA1 BKO mice. Furthermore, mice lacking GDF15 were unable to properly thermoregulate during cold exposure. Mechanistically, GDF15 deficiency abrogated browning of iWAT under obesogenic conditions and prevented the induction of calcium cycling in muscle, which likely contributes to increased weight gain and impaired thermogenesis in OPA1 BKO mice. These data underscore the complex regulation of systemic metabolism by various BAT-derived endocrine regulators that are released in response to mitochondrial stress and highlight novel roles for BAT-derived GDF15 in the regulation of energy homeostasis.

## Results

### OPA1 BKO mice have higher resting metabolic rates and are completely resistant to DIO

We have previously shown that OPA1 BKO mice have reduced body mass, increased resting metabolic rates, and are resistant to DIO (Pereira and McFarlane, 2019). To further characterize their metabolic phenotype, we analyzed indirect calorimetry data collected in 12-week-old male mice while housed under thermoneutral conditions and after 12 wk of high-fat feeding. Under isocaloric conditions and after being housed at thermoneutral conditions (30°C) for 7 d, 12-week-old OPA1 BKO mice had reduced body mass (Figure 1A), with no detectable changes in food intake (Figure 1B and Figure 1—figure supplement 1A) or locomotor activity (Figure 1C and Figure 1—figure supplement 1B). Oxygen consumption (Figure 1D) and VCO_2_ production (Figure 1E) were unchanged between genotypes, regardless of time of day. Interestingly, respiratory exchange ratio was significantly higher in KO mice, indicating an increased relative preference for carbohydrates as energy substrate (Figure 1F and Figure 1—figure supplement 1C). Although the averaged oxygen consumption rates (OCRs) (Figure 1D) and energy expenditure (Figure 1G and Figure 1—figure supplement 1D) values for the dark and light cycles were unchanged between genotypes, ANCOVA (Figure 1H) detected a significant group effect for the relationship between body mass and energy expenditure, indicating that the reduced body mass in KO mice is a result of higher metabolic rates. In response to high-fat feeding, weight gain is completely prevented in KO mice as shown in the body weight curve over time (Figure 1I). A subset of OPA1 BKO mice exemplifying this drastic abrogation of DIO (Figure 1J) was utilized for analysis of indirect calorimetry. Different than in our previously published study (Pereira and McFarlane, 2019), here we analyzed only mice fed high-fat diet (HFD), instead of simultaneously analyzing both HFD and control groups. Moreover, rather than representing the overall averaged data, we plotted the averaged data for the last 48 hr of data collection for each cycle of the day (light and dark). Surprisingly, although our previous analysis was unable to detect these changes, here we show that OPA1 BKO mice fed HFD for 12 wk had increased food intake (Figure 1K and Figure 1—figure supplement 1E and F) and locomotor activity (Figure 1L and Figure 1—figure supplement 1G) relative to their wild-type (WT) counterparts. Oxygen consumption (Figure 1M) and VCO_2_ production (Figure 1N) were unchanged between genotypes, and respiratory exchange ratio was elevated in KO mice fed HFD (Figure 1O and Figure 1—figure supplement 1H). Although the absolute energy expenditure values were unchanged between genotypes (Figure 1P and Figure 1—figure supplement 1I), ANCOVA revealed a leftward shift in the relationship between body weight and energy expenditure in OPA1 BKO mice with a nearly significant group effect (p=0.055) (Figure 1Q). Indeed, this was also the case when the relationship between body weight and oxygen consumption was determined by ANCOVA, which revealed a statistically significant group effect (Figure 1—figure supplement 1J). Thus, relative to total body mass, KO mice have higher energy expenditure and OCRs compared to WT animals. Together, this data confirms the hypothesis we put forth in our previous study (Pereira and McFarlane, 2019) that the increase in resting metabolic rates likely contributes to the resistance to DIO in OPA1 BKO mice.

**Figure 1.**
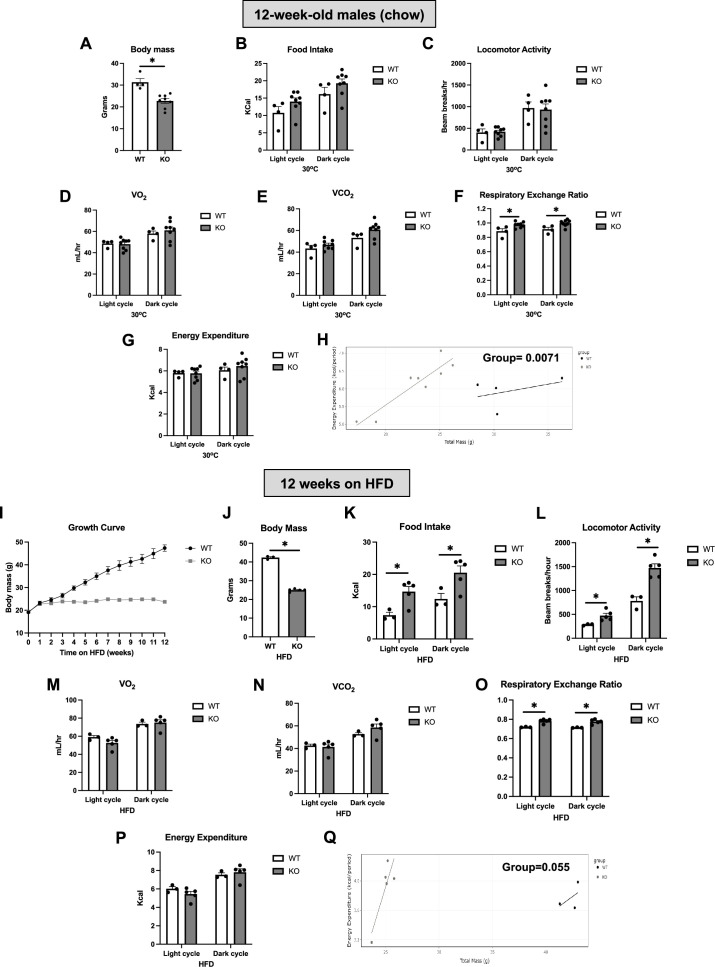
OPA1 BKO mice have higher resting metabolic rates and are completely resistant to diet-induced obesity (DIO). (**A–D**) Data collected on 12-week-old male OPA1 BKO mice. (**A**) Body mass. (**B–G**) Indirect calorimetry data represented as the average for the light and dark cycles during the last 48 hr of data recording. (**B**) Food intake. (**C**) Locomotor activity. (**D**) Oxygen consumption (VO_2_). (**E**) Carbon dioxide production (VCO_2_). (**F**) Respiratory exchange ratio. (**G**) Energy expenditure. (**H**) ANCOVA of energy expenditure as a function of body mass. (**I–Q**) Data collected on 18-week-old male OPA1 BKO mice fed high-fat diet (60% calories from fat) for 12 wk (diet started at 6 wk of age). (**I**) Body weight curve. (**J**) Final body weight (cohort used for indirect calorimetry data collection). (**K–Q**) Indirect calorimetry data represented as the average for the light and dark cycles during the last 48 hr of data recording. (**K**) Food intake. (**L**) Locomotor activity. (**M**) Oxygen consumption (VO_2_). (**N**) Carbon dioxide production (VCO_2_). (**O**) Respiratory exchange ratio. (**P**) Energy expenditure. (**Q**) ANCOVA of energy expenditure as a function of body mass. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. wild-type (WT) mice.

**Figure 1—figure supplement 1.**
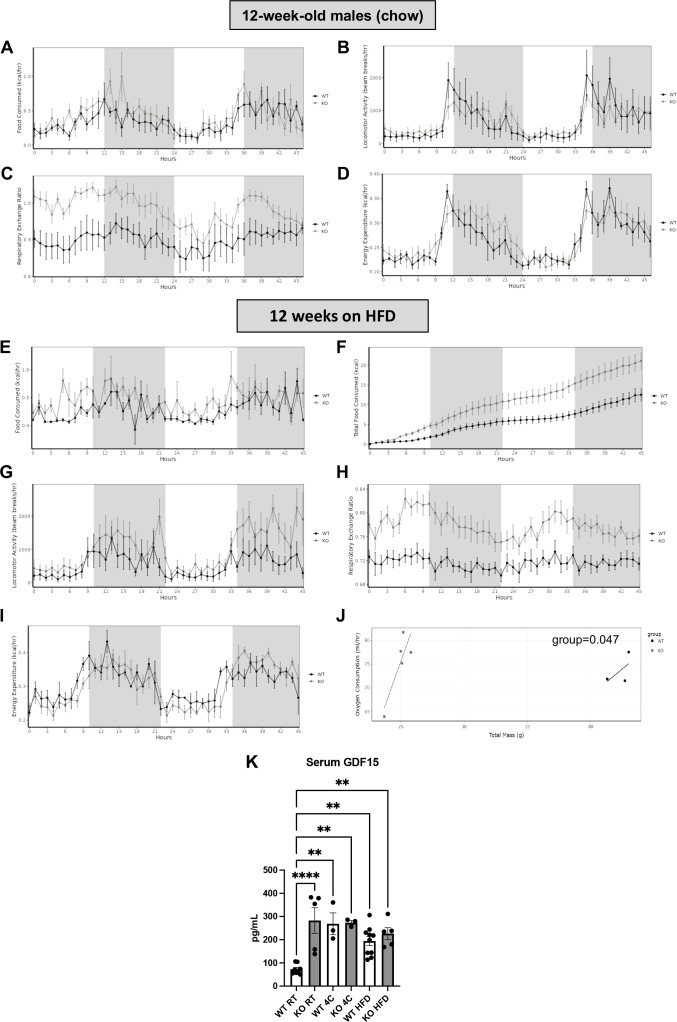
Food consumption, locomotor activity, and energy expenditure in OPA1 BAT knockout (KO) mice under baseline conditions and following high-fat feeding. (**A–D**) Hourly indirect calorimetry data during the light and dark cycles in the last 48 hr of data recording. Data was collected from 12-week-old male OPA1 BAT KO and control mice, consuming normal chow. (**A**) Hourly food consumed. (**B**) Locomotor activity. (**C**) Respiratory exchange ratio. (**D**) Energy expenditure. (**E–I**) Hourly indirect calorimetry data during the light and dark cycles in the last 48 hr of data recording. Data was collected from 18-week-old male OPA1 BAT KO and wild-type (WT) control mice fed high-fat diet (HFD – 60% calories from fat) for 12 wk (diet started at 6 wk of age). (**E**) Hourly food consumption. (**F**) Cumulative food consumption. (**G**) Locomotor activity. (**H**) Respiratory exchange ratio. (**I**) Energy expenditure. (**J**) ANCOVA of oxygen consumption as a function of body mass for HFD mice. (**K**) Serum GDF15 levels in OPA1 BKO mice under baseline conditions, after cold exposure (3 d at 4°C) and after 12 wk of high-fat feeding. Data are expressed as means ± SEM. Significant differences for the group effect were determined by ANCOVA using a significance level of p<0.05. One-Way ANOVA was used to determine the differences in GDF15 serum levels using a significance level of p<0.05. ** p <0.01. **** p <0.0001. Significantly different vs. WT RT.

### Transcriptome analysis reveals induction of the UPR and GDF15 in mice lacking OPA1 in BAT

To gain insight into the molecular mechanisms underlying the favorable metabolic profile of OPA1 BKO mice, we performed bulk RNA sequencing (RNASeq) in BAT collected from 7-week-old male and female mice lacking OPA1 in thermogenic adipocytes (OPA1 BKO) and their respective WT littermate controls fed regular chow under ambient temperature conditions. Specifically, we were interested in identifying the mechanistic link between OPA1 deletion and induction of the ISR effector ATF4, and the molecular mechanism downstream of ATF4 that mediated resistance to DIO in OPA1 KO mice. 

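BAT was collected from 4 WT female, 4 WT male, 4 OPA1 BKO female and 4 OPA1 BKO male mice, and RNA was sequenced after selection of polyadenylated transcripts with a stranded kit. The authors quantified the reads with Kallisto, which assigns reads to annotated transcripts by their short words without aligning them to the genome. For each transcript they gave an estimated count, which is not normalized between mice, and a TPM, which divides the count by transcript length and scales every mouse to the same total. The authors' other approach, alignment followed by counting on genes, was not analysed here. Total estimated counts per mouse ranged from 13607283 to 23114534, with a median of 20672542 in WT females, 16946365.5 in WT males, 17238660 in OPA1 BKO females and 18718284 in OPA1 BKO males. The 135308 transcripts were joined to genes by identifier through GENCODE release M21 of the GRCm38 genome, which the paper's text does not name. The 2024 transcripts without a match held between 0.483% and 0.73% of the counts of each mouse and were left out. Estimated counts were summed per gene, rounded and normalized with edgeR's TMM method, which assumes that most genes do not change. Whether the counting used the strand is not stated, so a count for a gene that overlaps or resembles another one may include reads from both. OPA1 BKO and WT mice were compared by edgeR's quasi-likelihood test with sex as a term and Benjamini-Hochberg adjustment over the 15632 genes that passed the filter on low counts. Values per gene are given as TMM-normalized CPM, the count divided by the scaled library total.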

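*Opa1* itself (ENSMUSG00000038084.16, chromosome 16 from 29579334 to 29654884) is the targeted gene and was examined first. Its level was 184 ± 18.3 CPM (SD, n = 8) in WT mice and 26.1 ± 7.32 CPM (SD, n = 8) in OPA1 BKO mice, and the highest OPA1 BKO mouse, with 800 estimated counts, lay below the lowest WT mouse, with 1991. The log2 fold change was -2.82 (standard error 0.15, adjusted p = 7.35e-10 from edgeR's quasi-likelihood test). It was -2.73 in females and -2.91 in males, and this difference between the sexes was not significant (adjusted p of the interaction in edgeR = 0.835). With limma on log2(TPM + 0.5), the alternative that moved it most, the log2 fold change was -1.99.
In OPA1 BKO mice, 6412 genes had an adjusted p-value under 0.05, of which 3255 were higher and 3157 lower. The change was at least 2-fold for 1062 of these genes. In 792 genes every OPA1 BKO mouse was above every WT mouse, and in 764 genes every OPA1 BKO mouse was below, where chance gives 0.0155% of splits for each gene. When the sexes were examined apart, 2812 genes differed in females (1400 higher and 1412 lower) and 5450 in males (2802 higher and 2648 lower), and 2190 of these were shared.
The split into higher and lower genes depended on the scaling. Transcripts of the mitochondrial genome made up 26.7% ± 2.42 (SD, n = 8) of the counts in WT mice and 6.76% ± 1.55 (SD, n = 8) in OPA1 BKO mice. The difference was larger than the spread between mice (exact permutation test, two-sided, p = 0.00016, the smallest that 8 mice against 8 can give). The TMM factors, which correct for such shifts, were 0.746 to 0.880 in WT and 1.18 to 1.27 in OPA1 BKO mice. With library size alone in place of TMM, the median of all genes rose by 0.57 on the log2 scale and 11242 genes differed, 10869 higher and 373 lower. With limma on TPM, the alternative that moved the number most, the median rose by 0.81 and 13598 genes differed, 13480 higher and 118 lower. With scaling to *Tbp*, a reference gene of the paper's qPCR, chosen after seeing the data, the median rose by 0.11 and 5272 genes differed, 3630 higher and 1642 lower.

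**Figure D1:**
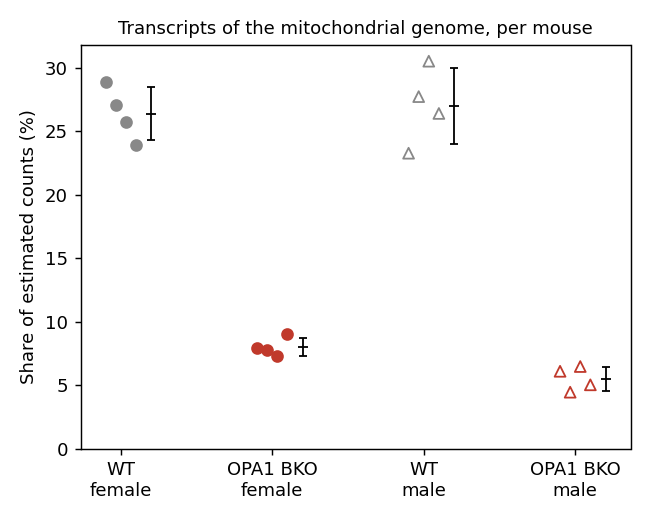
Share of all estimated counts (y axis, %) that fell on transcripts of the mitochondrial genome, for each mouse (points) in the 4 groups of genotype and sex (x axis), with the mean ± SD (bars). WT mice lie between 23.3% and 30.5% and OPA1 BKO mice between 4.44% and 9.02%.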

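The gene lists of the Ingenuity database were not used here, so hand-written lists stood in for its pathways. One held 34 chaperones, folding enzymes and degradation factors of the UPR, and another held 19 sensors and transducers of ER stress. Each list was compared with all other tested genes by camera, a competitive set test in limma, with the correlation between genes set to 0.01 and p-values adjusted over 18 lists. The median log2 fold change of the UPR list in OPA1 BKO against WT mice was 0.30, with single genes between -0.30 and 3.34. In this list 22 genes were higher and 2 lower with an adjusted p-value under 0.05, whereas 20.8% of all tested genes were higher and 20.2% lower. The adjusted p of the UPR list was 2.05e-06 with camera and 5.88e-07 with fry, a rotation test in limma. With the correlation between genes estimated from the data, the alternative that moved the adjusted p most, it was 0.0969. Of 100 splits of the mice into groups of 8, the real one included, 6 gave a camera p as small for this list. The splits did not balance genotype, so uneven ones carry part of the genotype difference. The ER stress list had a median log2 fold change of 0.45, with 12 genes higher and 1 lower. Its adjusted p was 4.28e-06 with camera, 3.49e-09 with fry and 0.0386 with the estimated correlation, and among the 100 splits only the real one gave a camera p as small.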

Ingenuity Pathway Analysis revealed that the ER stress pathway and the UPR were amongst the top 3 induced canonical pathways in OPA1-deficient BAT (Figure 2A). *Fgf21*, which we previously demonstrated was required for activation of browning of iWAT and to regulate changes in core body temperature at baseline conditions, but not for the resistance to DIO in OPA1 BKO mice (Pereira et al., 2021), and *Gdf15* were among the top 25 upregulated genes in BAT in response to *Opa1* deletion (Figure 2B). 

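*Gdf15* (ENSMUSG00000038508.7, chromosome 8 from 70629393 to 70632456) was at 0.154 ± 0.166 CPM (SD, n = 8) in WT mice and 28.9 ± 38.7 CPM (SD, n = 8) in OPA1 BKO mice, and every OPA1 BKO mouse lay above every WT mouse. The OPA1 BKO mean owed much to male S12, at 119 CPM, and without S12 it was 15.9 ± 13.8 CPM (SD, n = 7). The log2 fold change was 7.16 (standard error 0.69, adjusted p = 8.69e-07 from edgeR's quasi-likelihood test), and without S12 it was 6.50 (adjusted p = 4.00e-07 in edgeR). WT mice had only 0 to 6 estimated counts of *Gdf15*, so the size of this fold change rests on few reads. With limma on log2(TPM + 0.5), the alternative that moved it most, the log2 fold change was 5.12. *Fgf21* (ENSMUSG00000030827.5, chromosome 7 from 45613886 to 45615490) rose from 0.200 ± 0.220 CPM (SD, n = 8) to 7.38 ± 3.28 CPM (SD, n = 8), again without overlap, although WT male S07, at 0.718 CPM, stood apart from the other WT males. This was a log2 fold change of 5.18 (standard error 0.37, adjusted p = 2.84e-08 in edgeR). Estimated counts of *Fgf21* were 0 to 10 in WT mice and 66 to 361 in OPA1 BKO mice.
The rule behind the top 25 is not in the paper's text, so the 3255 genes that were higher with an adjusted p-value under 0.05 were ranked by log2 fold change. *Gdf15* was at rank 5 and *Fgf21* at rank 16. By p-value, the ranking that moved them most, they were at ranks 136 and 54. Of the 25 labels in Fig. 2B, 24 were found by symbol and 23 were tested. All 23 were higher in OPA1 BKO mice with an adjusted p-value under 0.05 in edgeR, and 20 were among the first 25 ranks. That number depended on the ranking, with 6 of the labels in the first 25 by p-value, 10 with limma on TPM and 15 with a prior count of 5, and it was 18 to 20 without each mouse.
Among genes with a mean of at least 1 CPM and no overlap between genotypes, the largest log2 fold changes besides *Gdf15* belonged to *Tenm2*, *Raet1d*, *Akr1b7* and *Lama1*. Each had at most 3 counts in every WT mouse, so its fold is given against a floor of 3 counts. *Tenm2* (ENSMUSG00000049336.16, chromosome 11 from 36006656 to 37235964) was at least 95.8-fold higher in OPA1 BKO mice. *Raet1d* (ENSMUSG00000078452.10, chromosome 10 from 22360552 to 22374139) was at least 42.9-fold higher, but 67.1% of the 31-base words of its transcripts also occur in *Raet1e*, so its reads cannot be assigned with certainty. *Akr1b7* (ENSMUSG00000052131.7, chromosome 6 from 34412334 to 34423142), of whose words 27.7% occur in other genes, was at least 19.8-fold higher. *Lama1* (ENSMUSG00000032796.8, chromosome 17 from 67697259 to 67822647) was at least 17.9-fold higher. These bounds are for both sexes together. Against WT mice of the same sex, the bounds in females and males were 66.1-fold and 119-fold for *Tenm2*, 15.7-fold and 64.2-fold for *Raet1d*, 12.3-fold and 25.6-fold for *Akr1b7*, and 3.82-fold and 29.0-fold for *Lama1*. In *Raet1d* and *Lama1*, 1 OPA1 BKO female stood apart from the other females, S06 at 4.68 CPM and S02 at 1.13 CPM.

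**Figure D2:**
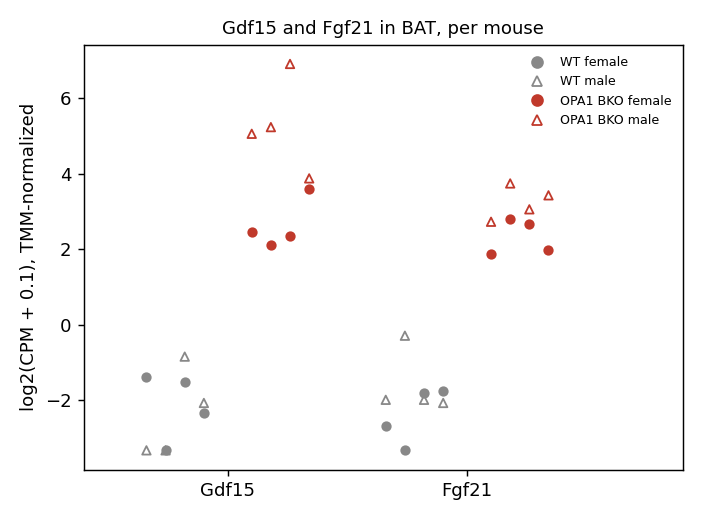
TMM-normalized level of Gdf15 and Fgf21 (x axis) as log2(CPM + 0.1) (y axis) in BAT of each WT and OPA1 BKO mouse (points, by genotype and sex). For both genes all OPA1 BKO mice lie above all WT mice, and for Gdf15 the OPA1 BKO males lie at 51.1 ± 46.6 CPM and the females at 6.63 ± 3.57 CPM (SD, n = 4 each), with male S12 the highest at 119 CPM.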

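*Eif2ak3* (ENSMUSG00000031668.14, chromosome 6 from 70844515 to 70905245) encodes the kinase PERK. The TPM of its transcripts, as the authors computed them, were summed for each mouse. The sum was 2.89 ± 0.560 TPM (SD, n = 8) in WT mice, where it ranged from 2.12 to 3.71, and 8.61 ± 1.52 TPM (SD, n = 8) in OPA1 BKO mice, where it ranged from 6.47 to 11.0. The ratio of the means was 2.98 (exact permutation test, two-sided, p = 0.00016, the smallest that 8 against 8 can give, and 0.000207 after adjustment over the 4 ISR kinases). The transcript with the highest mean TPM held 95.2% of the gene's TPM, and its own ratio was 3.04. In females alone, the alternative that lowered the ratio most, its log2 was 1.29, and in males alone, which raised it most, its log2 was 1.89. TPM is a share of all transcripts in a mouse, and the mitochondrial genome took 37.2% ± 4.16 (SD, n = 8) of TPM in WT and 12.1% ± 2.76 (SD, n = 8) in OPA1 BKO mice. Across the 12978 genes with a mean of at least 1 TPM, the median log2 ratio of OPA1 BKO to WT was 0.96, and that of *Eif2ak3* was 1.58. Of the 31-base words of the *Eif2ak3* transcripts, 6.8% occur in other genes.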

The ER kinase PERK was significantly enriched in OPA1 BKO mice (see the GEO database under the accession number GSE218907), as shown in the bar graph comparing the averaged transcripts per million (TPM) for WT and KO mice (Figure 2C). Furthermore, *Gdf15* mRNA induction in OPA1 BKO mice was confirmed by qPCR (Figure 2D). Interestingly, mice lacking both ATF4 and OPA1 (OPA1/ATF4 DKO mice) in BAT (Figure 2D) had significantly lower levels of *Gdf15* mRNA expression relative to OPA1 BKO mice. This data suggests that ATF4 at least partially regulates *Gdf15* induction in OPA1-deficient BAT. Importantly, GDF15 serum levels were also induced in OPA1 BKO mice but were significantly attenuated in mice lacking both OPA1 and ATF4 in BAT (OPA1/ATF4) (Figure 2E). Conversely, GDF15 serum levels remained elevated in mice concomitantly lacking OPA1 and FGF21 in BAT (Figure 2F). These are important control groups as mice lacking both OPA1 and ATF4 in BAT are no longer resistant to DIO, while mice lacking OPA1 and FGF21 in BAT remain lean when fed HFD (Pereira et al., 2021). It is noteworthy that the degree of GDF15 induction observed in OPA1 BKO mice is similar to that observed after cold exposure or prolonged high-fat feeding and is not further increased by these stressors (Figure 1—figure supplement 1K). Together, these data led us to hypothesize that PERK could be the ISR kinase regulating ATF4 induction, and that GDF15 is a downstream target of ATF4 mediating the resistance to DIO in OPA1 BKO mice.

**Figure 2.**
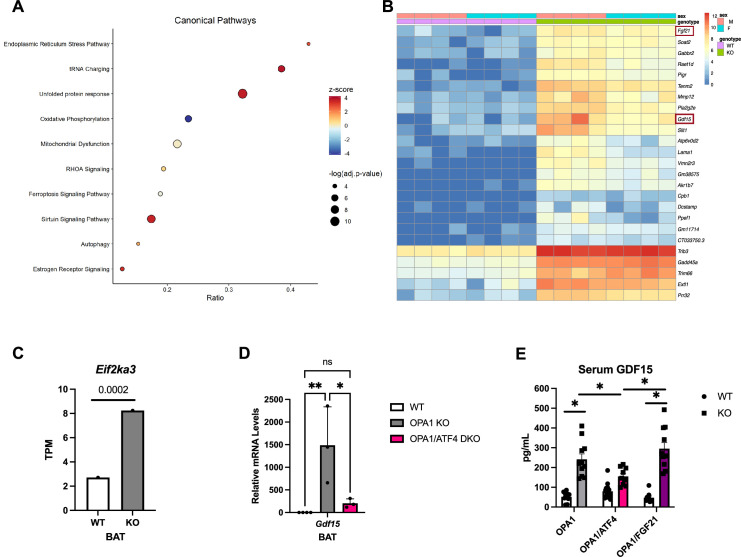
Transcriptome analysis reveals induction of the unfolded protein response (UPR) and GDF15 in mice lacking OPA1 in brown adipose tissue (BAT). (**A–C**) Data collected from BAT of 7-week-old male and female OPA1 BKO mice. (**A**) Bubble plot showing the top 10 canonical pathways from the Ingenuity Pathway Analysis (IPA) database containing genes with a significant overlap (adjusted p-value≤0.05) to those differentially expressed in OPA1 BKO mice. Size of the bubble indicates the -log of the adjusted p-value (Benjamini–Hochberg) from the pathway analysis. Plotted on the x-axis is the ratio of differentially expressed genes relative to the number of genes in the pathway. The bubble color indicates the z-score, which indicates the predicted activation (positive) or inhibition (negative) of the pathway based on the directionality of the gene changes in OPA1 BKO relative to wild-type (WT) mice. (**B**) Heatmap of the top 25 differentially expressed genes in OPA1 BKO mice. (**C**) Bar graph showing the Log2 transcript per million (TPM) for the *Eif2ka3* gene (encoding PERK). (**D**) Relative mRNA expression of *Gdf15* in BAT of OPA1 BKO and in OPA1/ATF4 BAT DKO mice normalized to tata box protein (*Tbp*) expression. (**E**) GDF15 serum levels in OPA1 BKO, OPA1/ATF4 BAT DKO, and OPA1/FGF21 BAT DKO mice. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. * p <0.05; ** p <0.01. Significantly different vs. WT mice or from OPA1 KO.

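Fig. 2A also names tRNA charging and oxidative phosphorylation, for which hand-written lists stood in here as well. The cytosolic aminoacyl-tRNA synthetases, 20 genes, had a median log2 fold change of 0.67 in OPA1 BKO against WT mice, with 15 genes higher and 1 lower at an adjusted p-value under 0.05. Their adjusted p was 1.65e-08 with camera, 2.55e-08 with fry and 0.0969 with the correlation between genes estimated from the data. *Eprs* rose by 1.84 on the log2 scale, the most of the list, and *Qars* fell by 0.34. The mitochondrial aminoacyl-tRNA synthetases, 17 genes, had a median log2 fold change of -0.047, with 3 genes higher and 3 lower, and camera gave an adjusted p of 0.845.
The nuclear-encoded subunits of oxidative phosphorylation, 76 genes, had a median log2 fold change of -0.58, with 70 genes lower and 1 higher. The adjusted p of this list was 7.50e-30 with camera, 4.59e-07 with fry and again 0.0969 with the estimated correlation. *Ndufa1* fell the most, by 1.20 on the log2 scale, and *Atp5g1*, the gene that was higher, rose by 1.08. The 13 subunits encoded by the mitochondrial genome were all lower, with a median log2 fold change of -2.54 (adjusted p = 2.33e-17 with camera, 4.41e-10 with fry and 0.0386 with the estimated correlation). For both of the synthetase and nuclear subunit lists that camera called, no other of 100 splits of the mice gave a camera p as small.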

### PERK is dispensable for the ISR activation in OPA1 BKO mice

Because the ER kinase PERK is shared by the UPR and the ISR, and is transcriptionally induced in OPA1 BKO mice (Pakos-Zebrucka et al., 2016), we hypothesized that activation of the PERK arm of the UPR is required to induce the ISR and ATF4 in OPA1 BKO mice. To test this hypothesis, we generated mice concomitantly lacking both OPA1 and PERK in thermogenic adipocytes (OPA1/PERK BAT DKO) (Figure 3A). 

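In TMM-normalized counts, *Eif2ak3* stood at 14.2 ± 1.97 CPM (SD, n = 8) in WT and 22.2 ± 3.59 CPM (SD, n = 8) in OPA1 BKO mice. Estimated counts behind these values were 138 to 342 in WT and 330 to 733 in OPA1 BKO mice, and after normalization no OPA1 BKO mouse overlapped with a WT mouse. The log2 fold change was 0.65 (standard error 0.11, adjusted p = 0.000156 over all genes and 5.1e-05 adjusted over the list alone of the 4 ISR kinases, edgeR's quasi-likelihood test). It was 0.49 in females (adjusted p = 0.0259 in edgeR) and 0.82 in males (adjusted p = 0.000484 in edgeR). The interaction of genotype and sex was 0.33, with an adjusted p of 0.516 in edgeR, so a difference between the sexes was not shown. When each mouse was left out in turn, the log2 fold change over both sexes stayed between 0.59 and 0.71. Library size alone raised it to 1.21.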

When we downregulated PERK expression in BAT of OPA1 BKO mice, phosphorylation of the translation initiation factor eIF2α, which is required for ATF4 translation, remained significantly elevated (Figure 3B). Accordingly, expression of the ISR genes *Atf4*, *Ddit3*, *Fgf21,* and *Gdf15* was induced in BAT (Figure 3C), which correlated with a significant increase in GDF15 serum levels (Figure 3D). As observed in OPA1 BKO mice (Pereira et al., 2021), expression of thermogenic genes was attenuated in BAT under baseline conditions (room temperature and regular chow feeding) (Figure 3E), and UCP1 protein levels were significantly reduced (Figure 3F). State 3 pyruvate/malate-supported mitochondrial respirations were significantly impaired in mitochondria isolated from DKO BAT (Figure 3G). Next, we investigated whether PERK deletion in the OPA1 BKO background would affect browning of iWAT. Expression of thermogenic genes (Figure 3H) was induced in the iWAT of DKO mice. Consistently, uncoupling protein 1 (UCP1) levels (Figure 3I) and tyrosine hydroxylase (TH) levels (Figure 3J) were also elevated in iWAT of OPA1/PERK BAT DKO mice, indicating increased compensatory browning. Metabolically, OPA1/PERK BAT DKO mice had reduced body mass (Figure 3K) and total fat mass (Figure 3L), with unchanged total lean mass (Figure 3M) at 20 wk of age under baseline conditions. These changes were the same as those observed in OPA1 BKO mice (Pereira and McFarlane, 2019). Together, these data suggest that PERK is dispensable for ATF4 induction in BAT or for the changes in energy metabolism, resulting in reduced body mass in OPA1 BKO mice under baseline conditions. Therefore, alternative ISR kinases are likely required to activate the ISR and its main effector ATF4 in BAT in response to OPA1 deletion.

**Figure 3.**
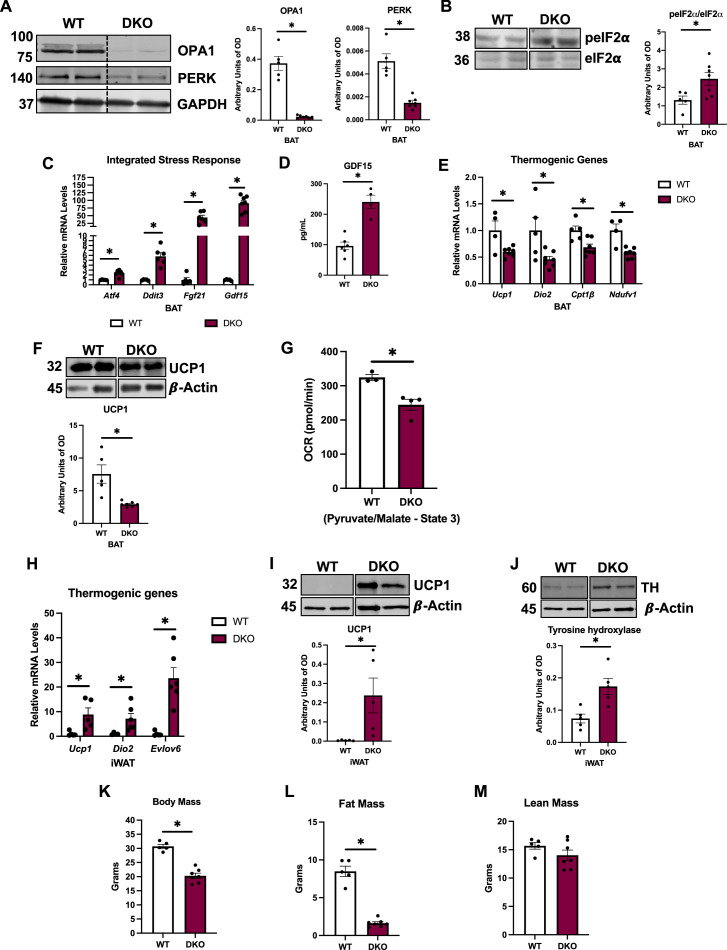
PERK is dispensable for the integrated stress response (ISR) activation in OPA1 BKO mice. (**A–G**) Data collected from 8-week-old OPA1/PERK BAT double-knockout (DKO) male and female mice. (**A**) Representative immunoblots for OPA1 and PERK protein in brown adipose tissue (BAT) normalized to GAPDH and their respective densitometric quantification. (**B**) Representative immunoblots for phospho-eIF2α (peIF2α) normalized to total eIF2α protein levels in BAT and the respective densitometric quantification. Optical density (OD). (**C**) Relative mRNA expression of the ISR genes *Atf4*, *Ddit3*, *Fgf21,* and *Gdf15* normalized to *Tbp* expression in BAT. (**D**) GDF15 serum levels (ad libitum-fed conditions). (**E**) Relative mRNA expression of the thermogenic genes normalized to tata box protein (*Tbp*) expression in BAT. (**F**) Representative immunoblots for uncoupling protein 1 (UCP1) protein levels in BAT normalized to β-actin and the respective densitometric quantification. (**G**) ADP-stimulated (state 3) pyruvate-malate-supported oxygen consumption rates (OCRs) in mitochondria isolated from BAT. (**H**) Relative mRNA expression of the thermogenic genes normalized to *Tbp* expression in inguinal white adipose tissue (iWAT). (**I**) Representative immunoblots for UCP1 in iWAT normalized to β-actin and the respective densitometric quantification. (**J**) Representative immunoblots for tyrosine hydroxylase (TH) protein levels in iWAT normalized to β-actin and the respective densitometric quantification. OD, optical density. (**K–M**) Data collected in 20-week-old male DKO mice. (**K**) Body mass. (**L**) Total fat mass. (**M**) Total lean mass. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. wild-type (WT) mice. Figure 3—source data 1.PERK is dispensable for the integrated stress response (ISR) activation in OPA1 BKO mice.(**A**) Full immunoblot images for OPA1, PERK, and GAPDH in brown adipose tissue (BAT) (uncropped blots with the relevant bands labeled). (**B**) Full immunoblot images for pEif2a and Eif2a in BAT. (**F**) Full immunoblot images for UCP1 and β-actin in BAT. (**I**) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (**J**) Full immunoblot images for tyrosine hydroxylase (TH) and β-actin in iWAT. Figure 3—source data 2.Original file with the full raw unedited blot for OPA1 in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 3.Original file with the full raw unedited blot for PERK in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 4.Original file with the full raw unedited blot for GAPDH in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 5.Original file with the full raw unedited blot for peIF2α in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 6.Original file with the full raw unedited blot for total eIF2α in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 7.Original file with the full raw unedited blot for total UCP1 in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 8.Original file with the full raw unedited blot for β-actin for UCP1 in brown adipose tissue (BAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 9.Original file with the full raw unedited blot for total UCP1 in inguinal white adipose tissue (iWAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 10.Original file with the full raw unedited blot for β-actin for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 11.Original file with the full raw unedited blot for total tyrosine hydroxylase (TH) in inguinal white adipose tissue (iWAT) of OPA1/PERK double-knockout (DKO) mice. Figure 3—source data 12.Original file with the full raw unedited blot for β-actin for tyrosine hydroxylase (TH) in inguinal white adipose tissue (iWAT) of OPA1/PERK double-knockout (DKO) mice.

### OPA1/PERK BAT DKO mice are resistant to DIO and insulin resistance

Although attenuation of PERK expression did not affect activation of the ISR in BAT, or the baseline changes in body composition observed in OPA1 BKO mice, we sought to determine whether simultaneous deletion of PERK and OPA1 in BAT would attenuate the resistance to DIO observed in OPA1 BKO mice. Therefore, we fed OPA1/PERK BAT DKO mice HFD for 12 wk. Like OPA1 BKO mice (Pereira et al., 2021), DKO mice were completely resistant to DIO, as demonstrated by overlapping weight curves between DKO and OPA1 BKO mice (Figure 4A). Relative to HFD controls, final body mass (Figure 4B) and percent fat mass were reduced (Figure 4C), and percent lean mass increased in DKO mice (Figure 4D), indicating reduced body mass at the expense of reduced fat mass. In contrast to OPA1 BKO mice, food intake was statistically unchanged between DKO mice and their WT littermate controls, although it trended higher (Figure 4E and Figure 4—figure supplement 1A and B). Locomotor activity was increased in DKO mice, as was the case in OPA1 BKO mice (Figure 4F and Figure 4—figure supplement 1C and D). Oxygen consumption (Figure 4G) and VCO_2_ (Figure 4H) were unchanged between genotypes, regardless of the time of the day. Interestingly, in contrast to OPA1 BKO mice fed HFD, respiratory exchange ratio was significantly lower in DKO mice during the light cycle, indicating a relative increased preference for fatty acids as energy substrate (Figure 4I and Figure 4—figure supplement 1E). The averaged values for energy expenditure were unchanged between genotypes (Figure 4J and Figure 4—figure supplement 1F). However, ANCOVA revealed a leftward shift in the relationship of energy expenditure as a function of body mass in the OPA1/PERK BAT DKO mice, which was significantly different for the group effect (Figure 4K). These data indicate that increased resting metabolic rates in OPA1/PERK BAT DKO mice, as in OPA1 BKO mice, likely contribute to the reduced body weight observed in these mice. OPA1 BKO mice had significantly improved glucose homeostasis and insulin tolerance after 12 wk of HFD (Pereira et al., 2021). Likewise, glucose (Figure 4L and M) and insulin intolerance (Figure 4N and O) were ameliorated in high-fat-fed OPA1/PERK BAT DKO. Thus, PERK is dispensable for the resistance to DIO and for the associated systemic metabolic improvements observed in OPA1 BKO mice.

**Figure 4.**
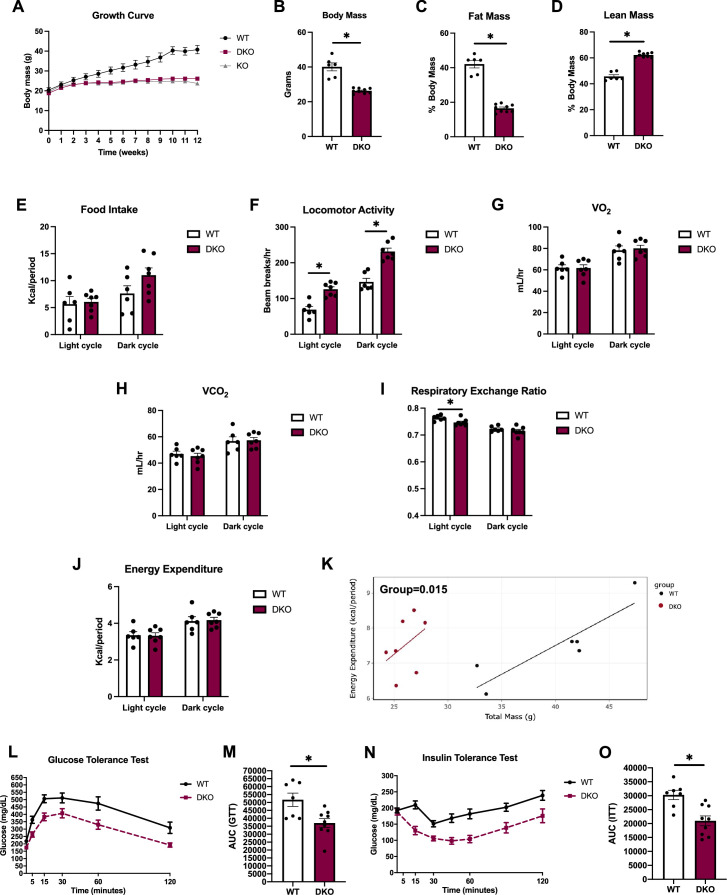
OPA1/PERK brown adipose tissue (BAT) double-knockout (DKO) mice are resistant to DIO and insulin resistance. (**A–O**) Data collected in OPA1/PERK BAT DKO male mice fed a high-fat diet (HFD) for 12 wk. (**A**) Body weight curve comparing wild-type (WT), OPA1 BKO, and OPA1/PERK BAT DKO mice. (**B**) Final body weight. (**C**) Percent fat mass. (**D**) Percent lean mass. (**E–K**) Indirect calorimetry data represented as the average for the light and dark cycles during the last 48 hr of data recording. (**E**) Food intake. (**F**) Locomotor activity. (**G**) Oxygen consumption (VO_2_). (**H**) Carbon dioxide production (VCO_2_). (**I**) Respiratory exchange ratio. (**J**) Energy expenditure. (**K**) ANCOVA of energy expenditure as a function of body mass. (**L**) Glucose tolerance test (GTT). (**M**) Area under the curve (AUC) for the GTT. (**N**) Insulin tolerance test (ITT). (**O**) AUC for the ITT. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. WT mice.

**Figure 4—figure supplement 1.**
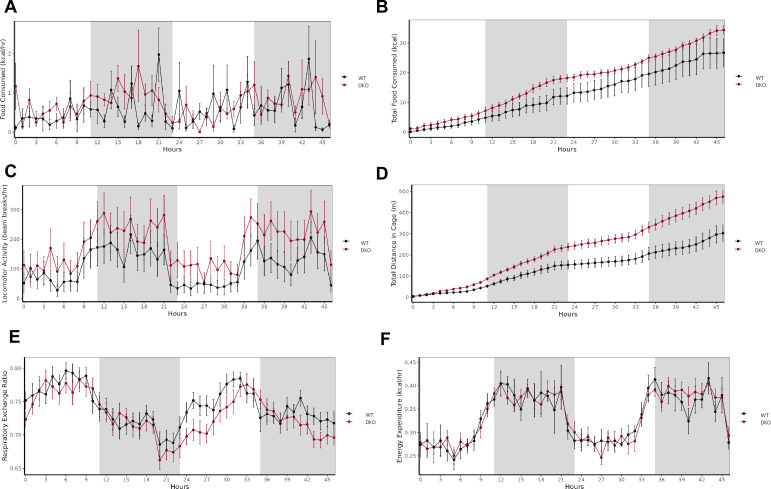
Food consumption locomotor activity and energy expenditure in OPA1/PERK brown adipose tissue (BAT) double-knockout (DKO) mice. (**A–F**) Hourly indirect calorimetry data during the light and dark cycles in the last 48 hr of data recording. Data was collected from 18-week-old male OPA1/PERK BAT DKO and wild-type (WT) control mice fed high-fat diet (60% calories from fat) for 12 wk (diet started at 6 wk of age). (**A**) Hourly food consumption. (**B**) Cumulative food consumption. (**C**) Locomotor activity. (**D**) Cumulative distance in the cage. (**E**) Respiratory exchange ratio. (**F**) Energy expenditure. Data are expressed as means ± SEM.

### GDF15 expression in thermogenic adipocytes is not required to regulate energy metabolism, glucose homeostasis, and core body temperature under baseline conditions

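Estimated counts of *Gdf15* were between 0 and 6 in the 8 WT mice and between 85 and 1963 in the 8 OPA1 BKO mice. In TPM, OPA1 BKO females had 8.58 ± 4.27 (SD, n = 4), from 5.47 to 14.9, the highest being S14. OPA1 BKO males had 64.4 ± 54.2 TPM (SD, n = 4), from 19.3 to 143, the highest being S12, without which the mean was 38.2 ± 16.8 TPM (SD, n = 3). Each of the males was above each of the females (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 can give). The mRNA of *Atf4* (ENSMUSG00000042406.8, chromosome 15 from 80255184 to 80257541) was at 139 ± 19.5 CPM (SD, n = 8) in WT and 337 ± 67.4 CPM (SD, n = 8) in OPA1 BKO mice, a log2 fold change of 1.26 (standard error 0.11, adjusted p = 4.57e-07 from edgeR's quasi-likelihood test).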

Our transcriptomics data show that *Gdf15* mRNA levels are highly induced in OPA1 BKO mice, and its induction is attenuated in the absence of ATF4, suggesting partial dependence on ATF4 for GDF15 regulation (Figure 2D and E). Given GDF15’s known effects on energy metabolism in rodents (Tsai et al., 2018b), we sought to test the hypothesis that GDF15 induction in OPA1 BKO is required to mediate the resistance to DIO. Prior to analyzing the impact of GDF15 deficiency on the adaptation of BAT to OPA1 loss, we determined whether GDF15 deletion in BAT alone would influence systemic metabolic homeostasis under baseline conditions. Thus, we analyzed mice lacking GDF15 exclusively in UCP1-expressing adipocytes (GDF15 BKO mice). Our data confirms selective downregulation of *Gdf15* mRNA levels in BAT (Figure 5—figure supplement 1A), but not in iWAT (Figure 5—figure supplement 1B) at room temperature. Under these conditions, deletion of GDF15 in brown adipocytes does not affect circulating levels of GDF15 (Figure 5—figure supplement 1C) or core body temperature in mice (Figure 5—figure supplement 1D). Furthermore, body mass (Figure 5—figure supplement 1E), total fat mass (Figure 5—figure supplement 1F), and total lean mass (Figure 5—figure supplement 1G) were similar between GDF15 BKO mice and their WT littermate controls. Moreover, glucose homeostasis, as measured by the glucose tolerance test (GTT) (Figure 5—figure supplement 1H and I) and fasting blood glucose levels (Figure 5—figure supplement 1J), was unaffected by GDF15 deletion in thermogenic adipocytes in young mice (6 wk) fed regular chow. These data indicate that GDF15 deletion in thermogenic adipocytes does not alter systemic metabolism and core body temperature in WT mice fed regular chow under ambient temperature conditions.

### OPA1/GDF15 DKO mice have similar metabolic phenotype as OPA1 BKO mice under baseline conditions

Our data confirmed that increased GDF15 circulating levels in OPA1 KO mice were derived from BAT. mRNA expression demonstrated a significant reduction in *Opa1* and *Gdf15* levels in BAT of OPA1/GDF15 DKO mice (Figure 5A), which completely normalized GDF15 serum levels (Figure 5B). In young mice (6–8 wk), BAT mass was slightly elevated in DKO mice (Figure 5C). Morphologically, BAT tissue had an increased number of adipocytes with unilocular lipid droplets (Figure 5D), indicating increased whitening, and BAT mitochondria appeared smaller, less electron dense, and had disrupted cristae structure (Figure 5E), that were similar to changes observed in OPA1 BKO mice (Pereira and McFarlane, 2019). Expression of thermogenic genes at baseline conditions was unchanged in BAT of DKO, except for a small increase in *Ucp1* mRNA levels (Figure 5F). However, UCP1 protein levels in BAT were comparable between WT and DKO mice (Figure 5G). Similar to OPA1 BKO mice, mitochondrial OCRs were significantly reduced in mitochondria isolated from BAT (Figure 5H) and mRNA expression of the ISR genes *Atf4*, *Ddit3,* and *Fgf21* was elevated in DKO mice (Figure 5I), which correlated with increased FGF21 serum levels (Figure 5J). Compensatory browning of iWAT, as demonstrated by histology (Figure 5K), elevated expression of thermogenic genes (Figure 5L) and increased UCP1 protein levels (Figure 5M) in iWAT, persisted upon GDF15 deletion in the OPA1 BKO background. Tyrosine hydroxylase protein levels, a proxy for sympathetic activation, were elevated in iWAT from DKO mice under baseline conditions (Figure 5N), as was observed in OPA1 BKO mice (Pereira et al., 2021). Under isocaloric and room temperature conditions, body mass was unchanged at 6 and 10 wk of age but was significantly reduced in 20-week-old DKO mice relative to their WT littermate controls (Figure 5O). To test whether GDF15 is required to mediate changes in energy metabolism in OPA BAT KO mice under baseline conditions, 10–12-week-old-mice were housed at thermoneutral conditions (30°C) for 7 d prior to having indirect calorimetry assessed in metabolic chambers. While food intake was unchanged in OPA1 BKO mice (Figure 1B), it was slightly reduced in DKO mice during the light cycle (Figure 5P and Figure 5—figure supplement 2A and B). Locomotor activity (Figure 5Q and Figure 5—figure supplement 2C) and averaged energy expenditure were similar between genotypes (Figure 5R and Figure 5—figure supplement 2D). Although body mass was unchanged at this time point, oxygen consumption was slightly increased in DKO mice during the dark cycle (Figure 5S), indicating increased metabolic rates. Indeed, ANCOVA shows a significant group effect for the relationship between oxygen consumption and body mass (Figure 5—figure supplement 2E), as was also observed in OPA1 BKO mice (Pereira et al., 2021). Carbon dioxide production was similar between genotypes (Figure 5T), but respiratory exchange ratio, which was increased in OPA1 BKO mice under the same conditions (Figure 1F), was reduced in DKO mice during the light cycle (Figure 5U and Figure 5—figure supplement 2F). These data suggest that GDF15 is largely dispensable in regulating resting metabolic rates in OPA1 BKO mice under baseline conditions, but surprisingly, normalization of GDF15 circulating levels led to reduced food intake and switched fuel preference during the light cycle. Glucose homeostasis as measured by the GTT (Figure 5—figure supplement 2G and H) and fasting glucose levels (Figure 5—figure supplement 2I) was similar between DKO mice and their WT controls.

**Figure 5.**
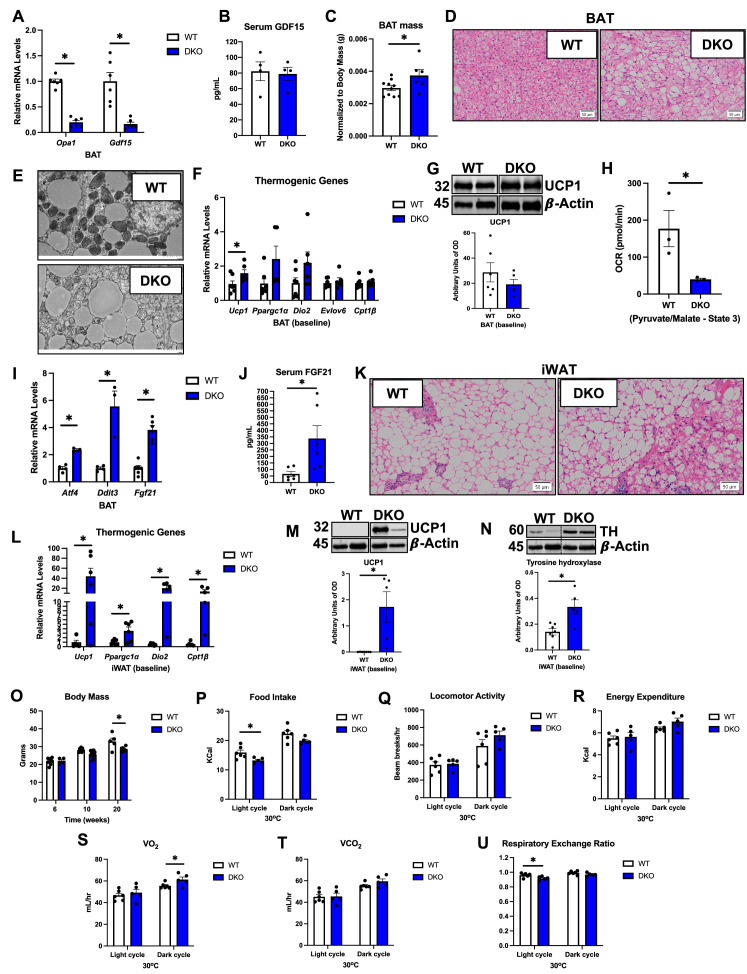
OPA1/GDF15 double-knockout (DKO) mice have similar metabolic phenotype as OPA1 BKO mice under baseline conditions. (**A–O**) Data collected in OPA1/GDF15 brown adipose tissue (BAT) DKO mice under baseline conditions (room temperature or 30°C/regular chow). (**A**) Relative mRNA expression of *Opa1* and *Gdf15* in BAT normalized to tata box protein (*Tbp*) expression. (**B**). GDF15 serum levels (ad libitum-fed conditions). (**C**) BAT mass relative to body mass in 8-week-old mice. (**D**) Representative images of H&E-stained histological sections of BAT (n = 3). Scale bar = 50 µm. (**E**) Electron micrographs of BAT. Scale bar = 2 µm. (**F**) Relative mRNA expression of the thermogenic genes in BAT normalized to *Tbp* expression. (**G**) Representative immunoblots for UCP1 in BAT normalized to β-actin, and their respective densitometric quantification. Optical density (OD). (**H**) ADP-stimulated (state 3) pyruvate-malate-supported oxygen consumption rates (OCRs) in mitochondria isolated from BAT. (**I**) Relative mRNA expression of the integrated stress response (ISR) genes *Atf4*, *Ddit3,* and *Fgf21* normalized to *Tbp* expression. (**J**) FGF21 serum levels (ad libitum-fed conditions). (**K**) Representative images of H&E-stained histological sections of inguinal white adipose tissue (iWAT) (n = 3). Scale bar = 50 µm. (**L**) Relative mRNA expression of the thermogenic genes in iWAT normalized to *Tbp* expression. (**M**) Representative immunoblots for UCP1 in iWAT normalized to β-actin and their respective densitometric quantification. (**N**) Representative immunoblots for tyrosine hydroxylase (TH) in iWAT normalized to β-actin and their respective densitometric quantification. OD, optical density. (**O**) Body mass at 8, 10, and 20 wk of age. (**P–U**) Indirect calorimetry data represented as the average for the light and dark cycles during the last 48 hr of data recording in male mice around 10–12 wk of age. (**P**) Food intake. (**Q**) Locomotor activity. (**R**) Energy expenditure. (**S**) Oxygen consumption (VO_2_). (**T**) Carbon dioxide production (VCO_2_). (**U**) Respiratory exchange ratio. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. wild-type (WT) mice. Figure 5—source data 1.OPA1/GDF15 double-knockout (DKO) mice have similar metabolic phenotype as OPA1 BKO mice under baseline conditions (uncropped blots with the relevant bands labeled).(**G**) Full immunoblot images for UCP1 and β-actin in BAT. (**M**) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (**N**) Full immunoblot images for tyrosine hydroxylase (TH) and β-actin in iWAT. Figure 5—source data 2.Original file with the full raw unedited blot for UCP1 in BAT of OPA1/GDF15 double-knockout (DKO mice). Figure 5—source data 3.Original file with the full raw unedited blot for β-actin for UCP1 in BAT of OPA1/GDF15 double-knockout (DKO) mice. Figure 5—source data 4.Original file with the full raw unedited blot for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice. Figure 5—source data 5.Original file with the full raw unedited blot for β-actin for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice. Figure 5—source data 6.Original file with the full raw unedited blot for tyrosine hydroxylase (TH) in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice. Figure 5—source data 7.Original file with the full raw unedited blot for β-actin for tyrosine hydroxylase (TH) in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice.

**Figure 5—figure supplement 1.**
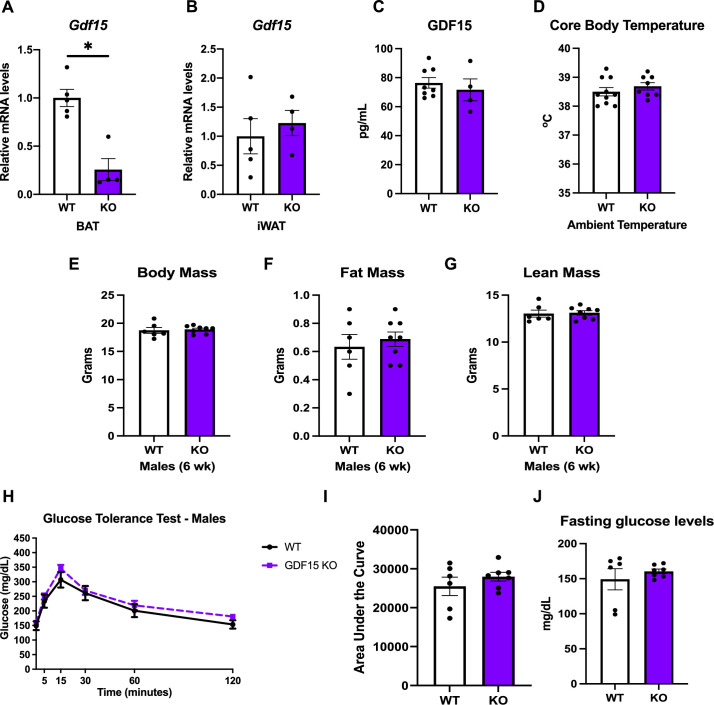
GDF15 expression in wild-type thermogenic adipocytes does not influence energy metabolism, glucose homeostasis and core body temperature under baseline conditions. (**A–J**) Data collected in 6-week-old GDF15 BKO male mice and their wild-type (WT) control fed regular chow and under ambient temperature conditions. (**A**) Relative mRNA expression of *Gdf15* in brown adipose tissue (BAT) normalized to tata box protein (*Tbp*). (**B**) Relative mRNA expression of *Gdf15* in inguinal white adipose tissue (iWAT) normalized to *Tbp*. (**C**) GDF15 serum levels. (**D**) Core body temperatures measured with a rectal probe. (**E**) Body mass. (**F**) Total fat mass. (**G**) Total lean mass. (**H**) Glucose tolerance test (GTT). (**I**) Area under the curve (AUC) for the GTT. (**J**) Fasting blood glucose levels. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. wild-type (WT) mice.

**Figure 5—figure supplement 2.**
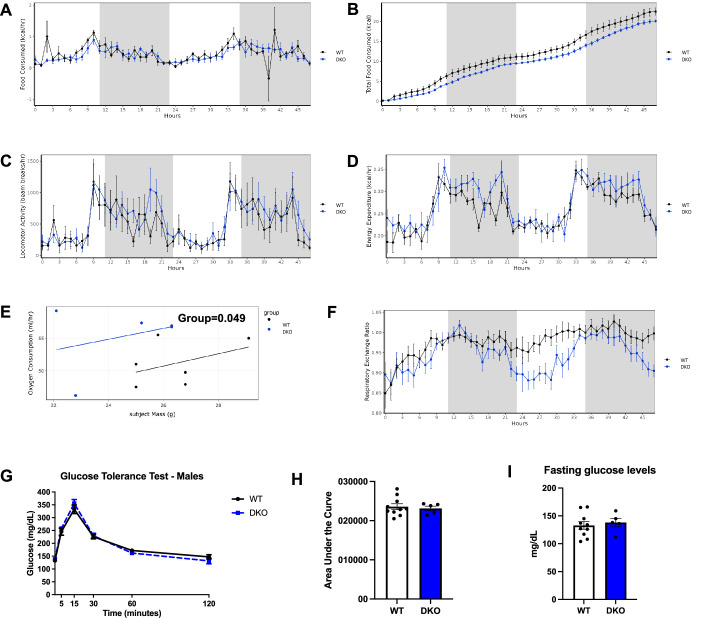
Metabolic phenotyping of OPA1/GDF15 double-knockout (DKO) mice under baseline conditions. (**A–F**) Hourly indirect calorimetry data in the light and dark cycles during the last 48 hr of data recording. Data were collected in male DKO and wild-type (WT) control mice between 10–12 wk of age (baseline conditions). (**A**) Hourly food intake. (**B**) Cumulative food consumption. (**C**) Locomotor activity. (**D**) Energy expenditure. (**E**) ANCOVA of oxygen consumption as a function of body mass. (**F**) Respiratory exchange ratio. (**G**) Glucose tolerance test (GTT). (**H**) Area under the curve (AUC) for the GTT. (**I**) Fasting glucose levels. Data are expressed as means ± SEM. Significant differences for the group effect were determined by ANCOVA using a significance level of p<0.05.

### GDF15 partially mediates the resistance to DIO and is required to improve glucose homeostasis in OPA1 BKO mice

Given the role of GDF15 in energy homeostasis (Chung et al., 2017b; Chrysovergis et al., 2014) and the increase in GDF15 circulating levels in OPA1 BKO mice, we tested the hypothesis that BAT-derived GDF15 is required to mediate resistance to DIO in OPA1 BKO mice. Male WT and DKO mice were fed a HFD (60% calories from fat) for 12 wk. Body mass gain over time was significantly attenuated in DKO relative to their WT littermate controls, but DKO mice gained significantly more weight than OPA1 BKO mice after 12 wk of high-fat feeding (Figure 6A). Final body mass (Figure 6B) and total fat mass (Figure 6C) were also significantly reduced in DKO mice relative to WT mice, while total lean mass was unchanged (Figure 6D). These data suggest that GDF15 partially mediates the resistance to DIO observed in OPA1 BKO mice. To gain insight into the mechanisms contributing to these changes in weight gain, we placed a subset of high-fat-fed WT and DKO in metabolic chambers. In contrast to OPA1 BKO mice, in which food intake was increased (Figure 1C), food intake in DKO mice tended to be lower (Figure 6E and Figure 6—figure supplement 1A and B). Also, in contrast to OPA1 BKO, locomotor activity (Figure 6F and Figure 6—figure supplement 1C and D) was unchanged between WT and DKO mice. Energy expenditure was also similar between genotypes (Figure 6G and Figure 6—figure supplement 1E and F). While in OPA1 BKO mice ANCOVA revealed a near significant group effect for energy expenditure as a function of body mass (Figure 1Q), in the DKO mice, ANCOVA detected no significant differences for the group effect (Figure 6—figure supplement 1G). The averaged oxygen consumption (Figure 5H) and CO_2_ production (Figure 5I) for the light and dark cycles were similar between genotypes. Interestingly, the increase in RER observed in OPA1 BKO mice (Figure 1O) was no longer observed in the absence of BAT GDF15 (Figure 6J and Figure 6—figure supplement 1H). These data suggest that GDF15 is required to mediate the increase in resting metabolic rates observed in OPA1 BKO mice and regulates fuel preference. Although body mass was significantly reduced in DKO mice relative to WT mice, glucose homeostasis, as demonstrated by the GTT (Figure 6K and L) and fasting glucose levels (Figure 6M), was similarly impaired in WT and DKO mice. Likewise, diet-induced hepatic triglyceride accumulation was comparable between WT and DKO mice (Figure 6N). However, insulin sensitivity was significantly improved in DKO mice, as shown by the decreased serum fasting insulin levels (Figure 6O) and reduced area under the curve for the insulin tolerance test (ITT) (Figure 6P and Q). Although under baseline conditions the expression of thermogenic genes in BAT was largely preserved, upon high-fat feeding, several thermogenic genes were downregulated (Figure 6R) and UCP1 protein levels were reduced in BAT (Figure 6) of DKO mice. In iWAT, *Ucp1* mRNA levels were elevated in DKO mice (Figure 6T), but UCP1 protein levels, which were highly induced under baseline conditions, were undetectable after high-fat feeding in DKO mice (Figure 6U). Nonetheless, UCP1 protein levels were significantly induced in iWAT of OPA1 BKO mice after 12 wk on HFD (Figure 6—figure supplement 1I). Furthermore, expression of the calcium pump Serca1, which is involved in non-shivering thermogenesis and was recently shown to be induced in muscle by GDF15 administration (Wang et al., 2023), was induced in gastrocnemius muscle of OPA1 BKO mice (Figure 6—figure supplement 1J), but not in DKO mice (Figure 6V). Our data suggest that BAT-derived GDF15 is required to sustain browning of iWAT under obesogenic conditions in the OPA1 BKO background and likely regulates calcium cycling in muscle contributing to the increased metabolic rates in these mice.

**Figure 6.**
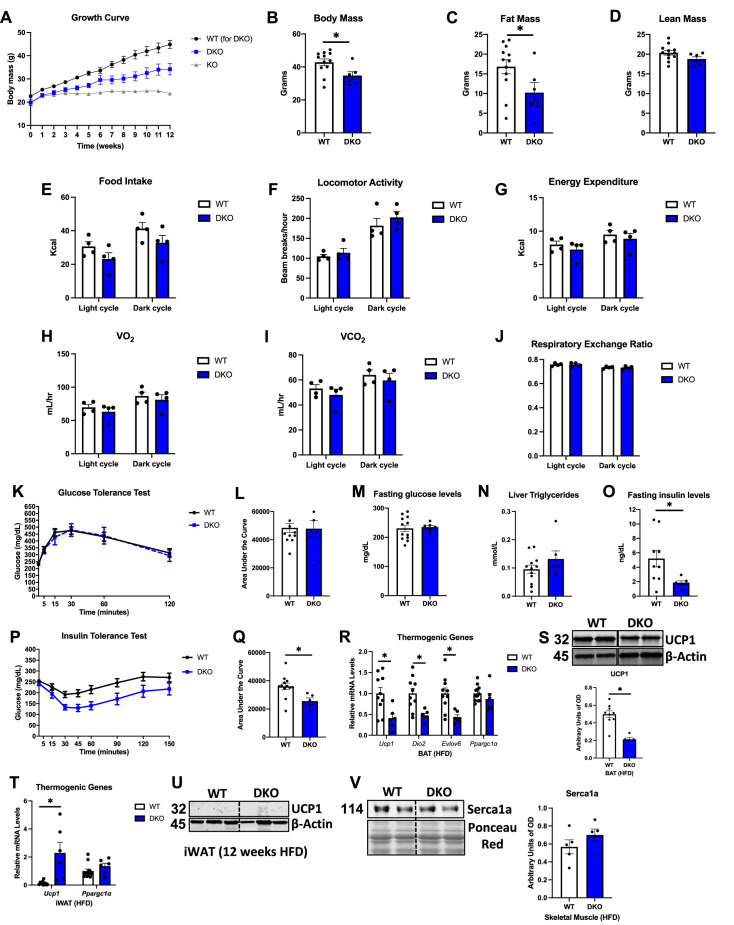
GDF15 partially mediates the resistance to diet-induced obesity (DIO) and is required to improve glucose homeostasis in OPA1 BKO mice. (**A–O**) Data collected in OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) male mice fed a high-fat diet (HFD) for 12 wk. (**A**) Body weight curve comparing wild-type (WT), OPA1 BKO, and OPA1/GDF15 BAT DKO mice. (**B**) Final body mass. (**C**) Total fat mass. (**D**) Total lean mass. (**E–J**) Indirect calorimetry data represented as the average for the light and dark cycles during the last 48 hr of data recording. (**E**) Food intake. (**F**) Locomotor activity. (**G**) Energy expenditure. (**H**) Oxygen consumption (VO_2_). (**I**) Carbon dioxide production (VCO_2_). (**J**) Respiratory exchange ratio. (**K**) Glucose tolerance test (GTT). (**L**) Area under the curve (AUC) for the GTT. (**M**) Fasting glucose levels. (**N**) Liver triglycerides levels. (**O**) Fasting insulin levels. (**P**) Insulin tolerance test (ITT). (**Q**) AUC for the ITT. (**R**) Relative mRNA expression of thermogenic genes in BAT normalized to tata box protein (*Tbp*) expression. (**S**) Representative immunoblots for UCP1 in BAT normalized to β-actin and their respective densitometric quantification. Optical Density (OD). (**T**) Relative mRNA expression of thermogenic genes in inguinal white adipose tissue (iWAT) normalized to *Tbp* expression. (**U**) Representative immunoblots for UCP1 in iWAT normalized to β-actin. OD, optical density. (**V**) Representative immunoblots for Serca1a in gastrocnemius muscle normalized to Ponceau red staining and their respective densitometric quantification. OD, optical density. Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. *Significantly different vs. WT mice. Figure 6—source data 1.GDF15 partially mediates the resistance to diet-induced obesity (DIO) and is required to improve glucose homeostasis in OPA1 BKO mice (uncropped blots with the relevant bands labeled).(**S**) Full immunoblot images for UCP1 and β-actin in brown adipose tissue (BAT). (**U**) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (**V**) Full immunoblot for Serca1a in gastrocnemius muscle and Ponceau red staining. Figure 6—source data 2.Original file with the full raw unedited blot for UCP1 in brown adipose tissue (BAT) of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet. Figure 6—source data 3.Original file with the full raw unedited blot for β-actin for UCP1 in brown adipose tissue (BAT) of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet. Figure 6—source data 4.Original file with the full raw unedited blot for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet. Figure 6—source data 5.Original file with the full raw unedited blot for β-actin for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet. Figure 6—source data 6.Original file with the full raw unedited blot for Serca1 in gastrocnemius muscle of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet. Figure 6—source data 7.Original file with the full raw unedited blot for Ponceau red staining for Serca1a in gastrocnemius muscle of OPA1/GDF15 double-knockout (DKO) mice after 12 wk on a high-fat diet.

**Figure 6—figure supplement 1.**
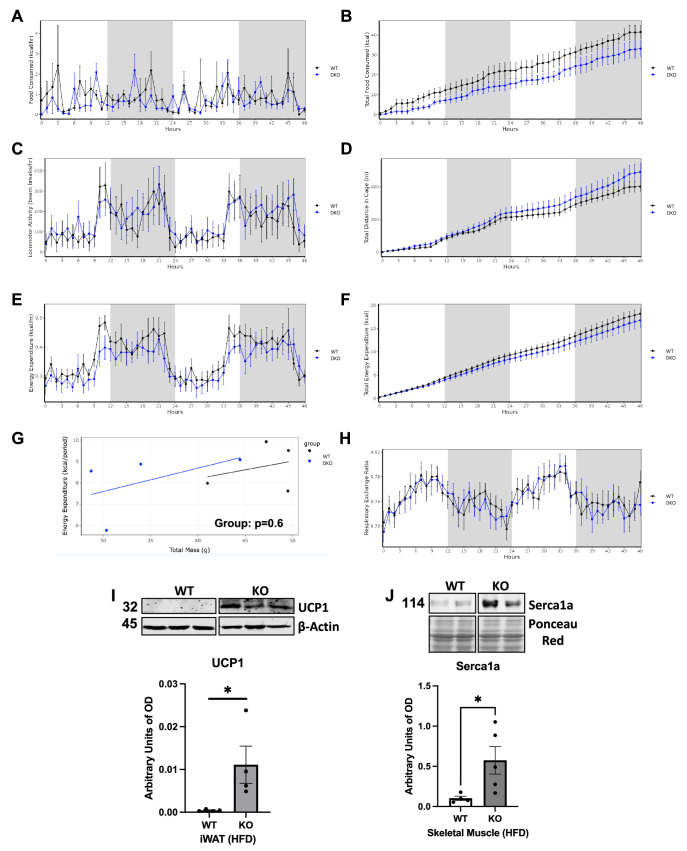
Indirect calorimetry data and immunoblot for thermogenic markers in white adipose tissue (iWAT) and skeletal muscle. (**A–H**) Hourly indirect calorimetry data during the light and dark cycles in the last 48 hr of data recording. Data was collected from 18-week-old male OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) and wild-type (WT) control mice fed high-fat diet (HFD) (60% calories from fat) for 12 wk (diet started at 6 wk of age). (**A**) Hourly food consumption. (**B**) Cumulative food consumption. (**C**) Locomotor activity. (**D**) Cumulative distance in the cage. (**E**) Hourly energy expenditure. (**F**) Cumulative energy expenditure. (**G**) ANCOVA of oxygen consumption as a function of body mass. (**H**) Respiratory exchange ratio. (**I**) Representative immunoblots for UCP1 in iWAT normalized to β-actin in OPA1 BAT KO mice after 12 wk of HFD and their respective densitometric quantification. (**J**) Representative immunoblots for Serca1a in gastrocnemius muscle normalized to Ponceau red staining in OPA1 BAT KO mice after 12 wk of HFD and their respective densitometric quantification. Optical density (OD). Data are expressed as means ± SEM. Significant differences were determined by ANCOVA for the group effect and by Student’s *t-*test for the immunoblots using a significance level of p<0.05. *Significantly different vs. WT mice. Figure 6—figure supplement 1—source data 1.Immunoblots for thermogenic markers in iWAT and gastrocnemius muscle.(**I**) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice. (**J**) Full immunoblot images for Serca1a and Ponceau red staining in gastrocnemius muscle of WT and OPA1 BAT KO mice. Figure 6—figure supplement 1—source data 2.Original immunoblot image for UCP1 in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice. Figure 6—figure supplement 1—source data 3.Original immunoblot image for β-actin for UCP1 in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice. Figure 6—figure supplement 1—source data 4.Original immunoblot image for Serca1a in gastrocnemius of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice. Figure 6—figure supplement 1—source data 5.Original immunoblot image for Ponceau red staining for Serca1a in gastrocnemius of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice.

### GDF15 is required to regulate core body temperature in cold-exposed OPA1 BKO mice

Expression of thermogenic genes is reduced in BAT of DKO mice after DIO (Figure 6R), suggesting that thermogenic activation of BAT is impaired in these animals. We, therefore, tested whether core body temperature would be affected in DKO mice at thermoneutrality and in response to cold stress. After 7 d at 30°C, core body temperature, as measured by telemetry, was similar between WT and DKO mice (Figure 7A). Conversely, when housed at 4°C, DKO mice became severely hypothermic, with only two mice surviving past the first 24 hr of cold exposure. Indeed, the averaged core body temperature for the initial 24 hr at 4°C was significantly lower in DKO mice relative to their WT counterparts (Figure 7B). To capture the changes in core body temperature in all mice, we also plotted the last temperature recorded per mouse, which was greatly reduced in DKO mice (Figure 7C). Indirect calorimetry during the first 24 hr of cold exposure showed no significant differences in oxygen consumption for OPA1 BKO (Figure 7—figure supplement 1A) or OPA1/GDF15 BAT DKO mice (Figure 7—figure supplement 1B), although VO_2_ started declining in DKO mice towards the end of the dark cycle. The averaged energy expenditure for the light and dark cycles during the first 24 hr of cold exposures were not significantly different between WT and DKO mice (Figure 7D). In contrast, respiratory exchange ratio, which was unchanged in OPA1 BKO mice (Figure 7—figure supplement 1C), was reduced in DKO mice, demonstrating an increased relative preference for fatty acids as energy substrate (Figure 7E and Figure 7—figure supplement 1D). Food intake was unchanged in OPA1 BKO (Figure 7—figure supplement 1E) and DKO mice (Figure 7F and Figure 7—figure supplement 1F) relative to their WT controls, while locomotor activity was increased during the light cycle in DKO mice (Figure 7G and Figure 7—figure supplement 1H), but not in OPA1 BKO mice (Figure 7—figure supplement 1G) (mice that died within the first 24 hr of cold exposure were removed from these analyses). In a separate cohort of mice housed at 30°C for 7 d, we used a rectal probe to measure core body temperatures prior to cold exposure (time 0) and hourly after ambient temperature was switched to 4°C (for up to 5 hr). Our data shows a precipitous decline in core body temperature in DKO mice, starting at 4 hr post-cold exposure (Figure 7H). This phenotype is the opposite of what we previously reported for OPA1 BKO mice, which had increased core body temperature at thermoneutrality and were better able to maintain core body temperature after cold exposure (Pereira et al., 2021). After 5 hr, animals were euthanized, and tissues were harvested for analysis. mRNA levels of *Ucp1* and *Dio2* were significantly reduced in BAT of DKO mice, while *Fgf21* mRNA levels were elevated (Figure 7I). Nonetheless, UCP1 protein levels (Figure 7J) in BAT were unchanged between genotypes. Although UCP1 levels were also unchanged under baseline conditions (Figure 5G), UCP1-dependent respirations were markedly inhibited in DKO mice (Figure 7K), indicating impaired UCP1-mediated thermogenesis. Surprisingly, mRNA expression of thermogenic genes (Figure 7L) and protein levels of UCP1 were induced in the iWAT of DKO mice (Figure 7M), suggesting increased browning. Because induction of browning of iWAT normally occurs after longer periods of cold exposure (Fisher et al., 2012), we believe that this increase in thermogenic markers reflects the high baseline compensatory browning of iWAT already observed in DKO mice housed at room temperature conditions (Figure 5L–M). TH levels in iWAT were similar between genotypes, likely because of cold-induced TH levels in WT mice (Figure 7—figure supplement 1I). It was recently shown that recombinant GDF15 administration in mice can increase energy expenditure in muscle via induction of calcium cycling pathways (Wang et al., 2023). Indeed, we observed that OPA1 BKO mice have higher levels of Serca1a, a marker of muscle thermogenesis, in gastrocnemius muscle (Figure 7—figure supplement 1J). However, in DKO mice, protein levels of Serca1a were similar to WT levels in gastrocnemius muscle after acute cold exposure (Figure 7N), suggesting that GDF15 is required for Serca1a induction in the OPA1 BKO background. GLUT1 levels, which are also normally induced during muscle-mediated thermogenesis, were comparable between WT and DKO mice after cold exposure (Figure 7—figure supplement 1J). Taken together, these data indicate that GDF15 induction in BAT is required to regulate core body temperature in cold-exposed OPA1 BKO mice. Although browning of iWAT was preserved after acute cold exposure, the induction of Serca1a in muscle was prevented in DKO mice. Further studies will be required to determine the mechanisms for GDF15-mediated thermoregulation in OPA1 BKO mice, but our data suggest that muscle thermogenesis via futile calcium cycling might contribute to this phenotype.

**Figure 7.**
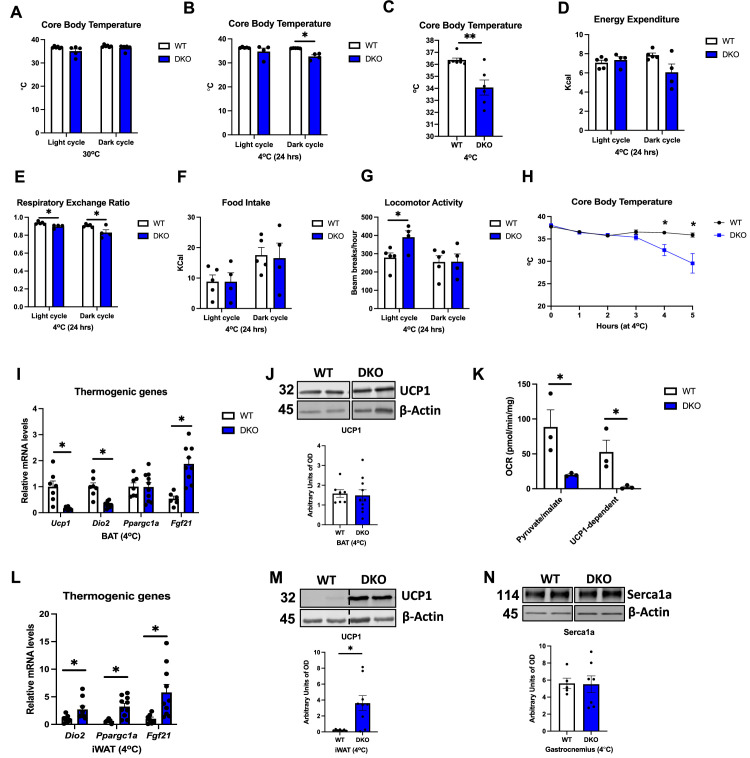
GDF15 is required to regulate core body temperature in cold-exposed OPA1 BKO mice. (**A**) Averaged core body temperature (light and dark cycles) collected from 12-week-old wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice after 7 d at 30°C. (**B**) Averaged core body temperature (light and dark cycles) in mice cold exposed for 24 hr (4°C). (**C**) Final core body temperature recorded by telemetry in mice exposed to 4°C in the CLAMS system. (**D–G**) Indirect calorimetry data represented as the average for the light and dark cycles during the first 24 hr of data recording (4°C). (**D**) Energy expenditure. (**E**) Respiratory exchange ratio. (**F**) Food intake. (**G**) Locomotor activity. (**H**) Hourly core body temperatures collected from 12-week-old WT and DKO mice during cold exposure (4°C). (**I–N**) Data collected after 5 hr of cold exposure. (**I**) Relative mRNA expression of thermogenic genes in BAT after 5 hr of cold exposure normalized to tata box protein (*Tbp*). (**J**) Representative immunoblots for UCP1 in BAT normalized to β-actin and their respective densitometric quantification. (**K**) Pyruvate-malate-supported oxygen consumption rates (OCRs) and UCP1-dependent respirations in mitochondria isolated from BAT (baseline conditions). (**L**) Relative mRNA expression of thermogenic genes in inguinal white adipose tissue (iWAT) normalized to *Tbp* expression. (**M**) Representative immunoblots for UCP1 in iWAT normalized to β-actin and their respective densitometric quantification. (**N**) Representative immunoblots for Serca1a in gastrocnemius muscle normalized to Ponceau red staining and their respective densitometric quantification. Optical density (OD). Data are expressed as means ± SEM. Significant differences were determined by Student’s *t-*test using a significance level of p<0.05. * p <0.05; ** p <0.01. Significantly different vs. WT mice. Figure 7—source data 1.GDF15 is required to regulate core body temperature in cold-exposed OPA1 BKO mice (uncropped blots with the relevant bands labeled).(**G**) Full immunoblot images for UCP1 and β-actin in brown adipose tissue (BAT). (**M**) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (**N**) Full immunoblot for Serca1a and β-actin in gastrocnemius muscle. Figure 7—source data 2.Original file with the full raw unedited blot for UCP1 in brown adipose tissue (BAT) of OPA1/GDF15 double-knockout (DKO) mice after cold exposure. Figure 7—source data 3.Original file with the full raw unedited blot for β-actin for UCP1 in brown adipose tissue (BAT) of OPA1/GDF15 double-knockout (DKO) mice after cold exposure. Figure 7—source data 4.Original file with the full raw unedited blot for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice after cold exposure. Figure 7—source data 5.Original file with the full raw unedited blot for β-actin for UCP1 in inguinal white adipose tissue (iWAT) of OPA1/GDF15 double-knockout (DKO) mice after cold exposure. Figure 7—source data 6.Original file with the full raw unedited blot for Serca1 in gastrocnemius muscle of OPA1/GDF15 double-knockout (DKO) mice after cold exposure. Figure 7—source data 7.Original file with the full raw unedited blot for β-actin for Serca1a in gastrocnemius muscle of OPA1/GDF15 double-knockout (DKO) mice after cold exposure.

**Figure 7—figure supplement 1.**
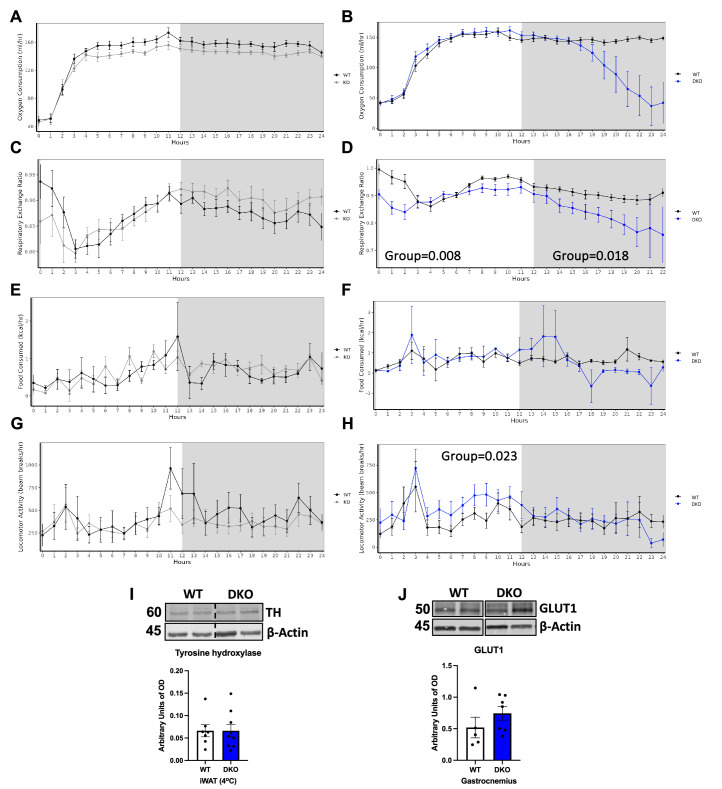
Indirect calorimetry, food intake, locomotor activity, and skeletal muscle characterization of cold-exposed OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) and OPA1 BAT knockout (KO) mice. (**A–H**) Hourly indirect calorimetry data collected in OPA1 BKO and OPA1/GDF15 BAT DKO mice and their respective wild-type (WT) controls during the first 24 hr of cold exposure. (**A**) Oxygen consumption in OPA1 BKO mice. (**B**) Oxygen consumption in DKO mice. (**C**) Respiratory exchange ratio in OPA1 BKO mice. (**D**) Respiratory exchange ratio in DKO mice. (**E**) Food consumed in OPA1 BKO mice. (**F**) Food consumed in DKO mice. (**G**) Locomotor activity in OPA1 BKO mice. (**H**) Locomotor activity in DKO mice. (**I**) Representative immunoblots for tyrosine hydroxylase (TH) in inguinal white adipose tissue (iWAT) from mice exposed to 4°C for 5 hr normalized to β-actin and their respective densitometric quantification. (**J**) Representative immunoblots for GLUT1 in skeletal muscle from mice exposed to 4°C for 5 hr normalized to β-actin and their respective densitometric quantification. Optical density (OD). Data are expressed as means ± SEM. Significant differences were determined by ANCOVA for the group effect. Figure 7—figure supplement 1—source data 1.I Full immunoblot images for tyrosine hydroxylase (TH) and β-actin in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice.(**J**) Full immunoblot images for GLUT1 and β-actin in skeletal muscle of WT and OPA1/GDF15 BAT DKO mice. Figure 7—figure supplement 1—source data 2.Original immunoblot image for tyrosine hydroxylase in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice. Figure 7—figure supplement 1—source data 3.Original immunoblot image for β-actin for tyrosine hydroxylase in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice. Figure 7—figure supplement 1—source data 4.Original immunoblot image for GLUT1 in gastrocnemius muscle of wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice. Figure 7—figure supplement 1—source data 5.Original immunoblot image for β-actin for GLUT1 in gastrocnemius muscle of wild-type (WT) and OPA1/GDF15 brown adipose tissue (BAT) double-knockout (DKO) mice.

## Discussion

In our recently published study, we showed that deletion of the mitochondrial fusion protein OPA1 in brown adipocytes impaired thermogenic capacity in BAT, while paradoxically improving thermoregulation and promoting increased metabolic fitness in mice. These adaptations were mediated by the main effector of the ISR, ATF4, partially via the induction of FGF21 as a batokine. Nonetheless, the resistance to DIO and improvements in glucose homeostasis observed in OPA1-deficient mice occurred in an ATF4-dependent, but FGF21-independent manner (Pereira et al., 2021). Moreover, the molecular mechanisms leading to activation of the ISR in OPA1 BKO mice remained incompletely understood. Therefore, in the present study, we sought to investigate the molecular mechanisms mediating ISR induction and the mechanisms downstream of ATF4 promoting resistance to DIO in mice lacking OPA1 in thermogenic adipocytes.

The ISR can be induced by four different eIF2α kinases that act as early responders to disturbances in cellular homeostasis. Each kinase responds to distinct environmental and physiological stresses, which reflects their unique regulatory mechanisms (Pakos-Zebrucka et al., 2016). We and others have shown induction of the ISR downstream of mitochondrial stress, but the mechanisms mediating this induction are incompletely understood (Pereira et al., 2021; Ost et al., 2020; Forsström et al., 2019; Ost et al., 2016). RNASeq data in OPA1-deficient BAT indicated an increase in ER stress pathways and activation of the UPR in OPA1 BKO mice. Indeed, of the four different ISR kinases, the ER kinase PERK was the only one significantly enriched in our transcriptome analysis of OPA1-deficient BAT. Therefore, we tested the hypothesis that PERK, an eIF2α kinase shared by the UPR and the ISR, is required for ATF4 induction in OPA1-deficient BAT. 

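Single members of the ER stress and UPR lists moved by different amounts in OPA1 BKO against WT mice. *Ddit3*, which encodes CHOP (ENSMUSG00000025408.15, chromosome 10 from 127290774 to 127296288), was at 27.0 ± 4.76 CPM (SD, n = 8) in WT and 187 ± 33.5 CPM (SD, n = 8) in OPA1 BKO mice, with a log2 fold change of 2.79 (standard error 0.12, adjusted p = 1.97e-10 in edgeR). It overlaps *Mars* and *Gm4189* on the genome, and 6.8% of its 31-base words occur in other genes. The sensors *Ern1* (chromosome 11 from 106394650 to 106487852) and *Atf6* (chromosome 1 from 170704674 to 170867771) had log2 fold changes of 2.45 (adjusted p = 6.27e-09) and 1.49 (adjusted p = 1.61e-08). The log2 fold change of *Xbp1* was 0.22, with an adjusted p of 0.0323. *Hspa5*, the main ER chaperone (chromosome 2 from 34771970 to 34777547), rose from 316 ± 41.3 to 487 ± 105 CPM (SD, n = 8 each), a log2 fold change of 0.60 (adjusted p = 0.000705 in edgeR). *Ero1l* was the highest of the UPR list at 3.34 on the log2 scale and *Syvn1* the lowest at -0.30.
A list of 32 ISR genes and ATF4 targets had a median log2 fold change of 1.22, with 25 genes higher and 1 lower. Its adjusted p was 4.13e-12 with camera, 4.41e-10 with fry and 0.0179 with the estimated correlation, and of 100 splits of the mice only the real one gave a camera p as small. *Slc7a5* rose the most in this list, by 4.25 on the log2 scale, and *Mthfd2* by 3.96, whereas *Eif4ebp1* fell by 0.82.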

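Of the other ISR kinases, *Eif2ak1*, which encodes HRI (ENSMUSG00000029613.15, chromosome 5 from 143817788 to 143904251), was at 52.7 ± 5.09 CPM in WT and 49.3 ± 1.76 CPM in OPA1 BKO mice (SD, n = 8 each). Its log2 fold change was -0.093 (standard error 0.0566), with an adjusted p in edgeR of 0.205 over all genes and 0.240 adjusted over the list alone. *Eif2ak2*, which encodes PKR (ENSMUSG00000024079.4, chromosome 17 from 78852564 to 78882573), was at 20.1 ± 1.63 and 20.8 ± 4.26 CPM (SD, n = 8 each), a log2 fold change of 0.034 (standard error 0.0929, adjusted p in edgeR = 0.80 over all genes and 0.723 adjusted over the list alone). For *Eif2ak4*, which encodes GCN2 (ENSMUSG00000005102.13, chromosome 2 from 118388618 to 118475234), the values were 16.8 ± 1.29 and 17.3 ± 2.82 CPM (SD, n = 8 each), and the log2 fold change was 0.031 (standard error 0.0761, adjusted p in edgeR = 0.77 over all genes and 0.723 adjusted over the list alone). At most 10.3% of the 31-base words of these genes, in *Eif2ak1*, occur in other genes. The direction for *Eif2ak2* and *Eif2ak4* changed in males alone, to -0.17 and -0.13 on the log2 scale, and also without S02 or S05 for *Eif2ak2* (lowest -0.012) and without S10 or S13 for *Eif2ak4* (lowest -0.010).
The result for these 3 kinases depended on the scaling, whereas *Eif2ak3* was higher under each one. With library size alone, the log2 fold changes were 0.46 for *Eif2ak1*, 0.59 for *Eif2ak2* and 0.59 for *Eif2ak4*, close to the shift of the median gene, and all had an adjusted p-value under 0.05 in edgeR. In TPM, *Eif2ak1* was at 10.7 ± 1.56 in WT and 19.4 ± 0.903 in OPA1 BKO mice, and its ratio of means was 1.81 (SD, n = 8 each, exact permutation test, two-sided, p = 0.00016). *Eif2ak2* was at 4.34 ± 0.650 and 8.62 ± 1.89 TPM, a ratio of 1.99 (SD, n = 8 each, exact permutation p = 0.00031), with 7 of 8 OPA1 BKO mice above all WT mice. *Eif2ak4* was at 3.10 ± 0.280 and 6.18 ± 0.861 TPM, a ratio of 2.00 (SD, n = 8 each, exact permutation p = 0.00016). With TPM recomputed without the mitochondrial genome and its nuclear copies, the log2 ratios were 0.12 for *Eif2ak1*, 0.26 for *Eif2ak2*, 0.26 for *Eif2ak4* and 0.83 for *Eif2ak3*, with exact permutation p of 0.166, 0.101, 0.0163 and 0.00016. From the enrichment of PERK among the 4 ISR kinases, the paper reasons that PERK, which the UPR and the ISR share, was the kinase to test for ATF4 induction.

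**Figure D3:**
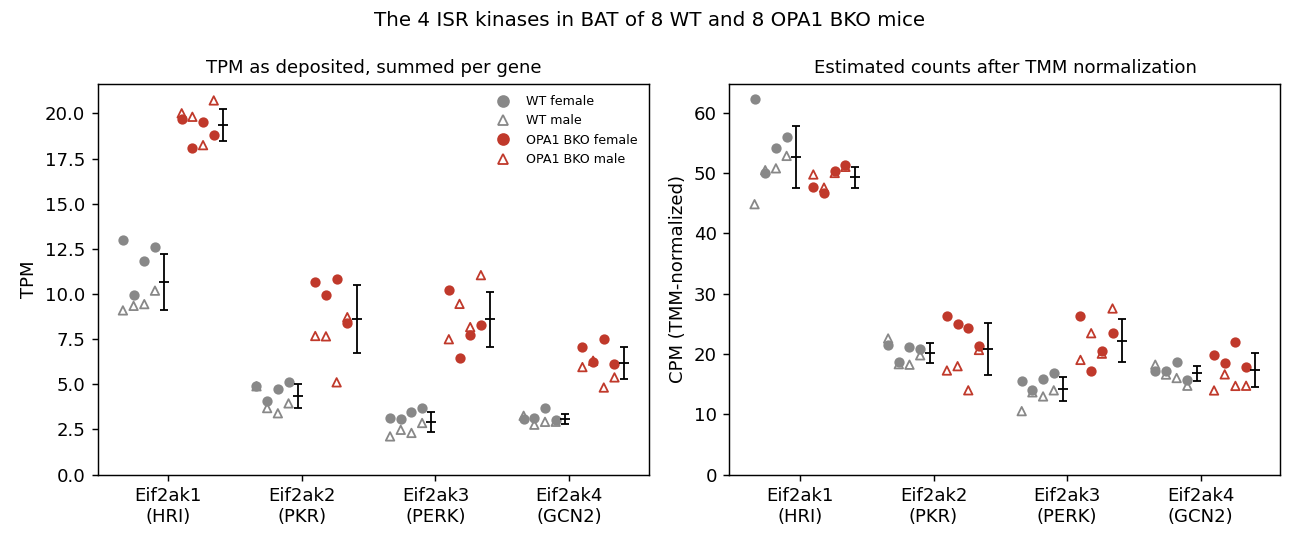
Level of the 4 ISR kinases (x axis) in BAT of each mouse (points, by genotype and sex) with the mean ± SD (bars), as TPM summed per gene (y axis of the left panel) and as TMM-normalized CPM (y axis of the right panel). In TPM the OPA1 BKO means of all 4 kinases lie above the WT means, and in TMM-normalized CPM the OPA1 BKO and WT mice are apart without overlap for Eif2ak3 and overlap for Eif2ak1, Eif2ak2 and Eif2ak4.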

Our data in mice demonstrated that, although ER stress is increased in response to OPA1 deletion, PERK is dispensable for eIF2α phosphorylation and ISR induction in OPA1-deficient BAT. Therefore, mice concomitantly lacking OPA1 and PERK in BAT display similar improvements in systemic metabolic health as observed in OPA1 BKO mice, including increased metabolic rates, browning of iWAT, and resistance to DIO and IR. These data suggest that an alternative ISR kinase is likely activated downstream of mitochondrial stress to induce the ISR in BAT when OPA1 is deleted. Indeed, a recent study revealed that mitochondrial dysfunction induces different paths to promote ISR activation, depending on both the nature of the mitochondrial stress and the metabolic state of the cell (Mick et al., 2020). Moreover, studies suggest that heme-regulated eIF2α kinase (HRI) is required to activate ATF4 in response to mitochondrial stress in HEK293 cells treated with oligomycin (Guo et al., 2020), and in embryonic and adult hearts of a mouse model of mitochondrial cardiomyopathy (Zhu et al., 2022). Whether the same mechanisms mediate ATF4 induction upon OPA1 deletion in BAT remain to be determined.

Transcriptome analysis also revealed that GDF15 was induced in OPA1-deficient BAT, which correlated with increased GDF15 serum levels. 

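When females and males were examined apart in edgeR, the log2 fold change of *Gdf15* was 5.35 in females (adjusted p = 0.00065) and 8.38 in males (adjusted p = 5.66e-06). The interaction of genotype and sex was 3.03 (standard error 1.67), and its adjusted p in edgeR was 0.461, so the larger change in males did not pass the threshold in the model of counts. With each mouse left out in turn, the log2 fold change over both sexes stayed between 6.50 and 7.61. Serum was not analysed here.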

GDF15 is a member of the transforming growth factor-β superfamily. It acts through a recently identified receptor, an orphan member of the GFRα family called GFRAL, and signals through the Ret coreceptor (Breit et al., 2021). Several studies have demonstrated that GDF15 mediates its effects on reducing food intake, body weight, and adiposity largely by its actions on regions of the hindbrain, where GFRAL is expressed (Tsai et al., 2018a; Xiong et al., 2017; Tsai et al., 2019; Tran et al., 2018). A recent study also reported that the GDF15-GFRAL pathway is required to maintain energy expenditure during caloric restriction by increasing β-adrenergic signaling to skeletal muscle, thereby inducing fatty acid oxidation and futile calcium cycling (Wang et al., 2023). Nonetheless, several lines of evidence indicate that GDF15 may also have peripheral effects. Indeed, systemic overexpression of GDF15 prevents obesity and insulin resistance by modulating metabolic activity and enhancing the expression of thermogenic and lipolytic genes in BAT and WAT (Chrysovergis et al., 2014; Macia et al., 2012; Kim et al., 2013b). Some of these effects were independent of changes in food intake, suggesting that GDF15 might also exert its effects through yet unidentified receptors other than GFRAL (Aguilar-Recarte et al., 2022). GDF15 can be secreted by various organs such as liver (Patel et al., 2022), kidney (Baek and Eling, 2019), and skeletal muscle (Ost et al., 2020). Recently, studies demonstrated that GDF15 can also be induced in brown adipocytes in response to thermogenic stimuli (Flicker et al., 2019; Campderrós et al., 2019) and prolonged high-fat feeding (Patel et al., 2019). Like FGF21, GDF15 is induced in response to mitochondrial stress downstream of the ISR (Choi et al., 2020). Indeed, our data show that *Gdf15* mRNA levels were dramatically reduced in mice lacking both OPA1 and ATF4 in BAT, suggesting that ATF4 may indirectly regulate GDF15 induction in OPA1 BKO mice, perhaps via its downstream target, CHOP, which can bind to the GDF15 promoter (Chung et al., 2017a).

Deletion of GDF15 in the OPA1 BKO background completely normalized GDF15 serum levels, confirming GDF15 secretion from BAT. Under baseline conditions, the metabolic phenotype of OPA1 BKO mice was largely unaffected by GDF15 deletion in BAT. Importantly, FGF21 levels remained elevated in DKO mice and browning of iWAT and increased resting metabolic rates under baseline conditions were preserved. These data reinforce the idea that FGF21 plays a predominant role on the baseline phenotype of OPA1 BKO mice, particularly browning of iWAT; however, FGF21 was dispensable to promote resistance to DIO in these mice (Pereira et al., 2021). Conversely, under obesogenic conditions, our data revealed that GDF15 partially mediates the resistance to DIO. These changes occurred independently of changes in food intake as DKO mice consumed similar amounts of food relative to their WT controls. Rather, our data support the idea that BAT-derived GDF15 increases metabolic rates in OPA1 BKO mice fed obesogenic diets, thereby attenuating weight gain. Furthermore, although under isocaloric conditions browning was preserved in DKO mice, GDF15 was required to maintain browning of iWAT in OPA1 BKO mice fed HFD. These data suggest that GDF15-mediated browning of iWAT during obesogenic conditions might contribute to the increased metabolic rates and reduced weight gain observed in OPA1 BKO mice, as also proposed elsewhere (Teijeiro et al., 2021; Kirschner et al., 2022; Peng et al., 2021). Furthermore, while the calcium pump Serca1 was induced in the gastrocnemius muscle of OPA1 BKO mice fed HFD, this effect was abrogated in DKO mice. This data suggests that GDF15 may also regulate futile calcium cycling in muscle to increase energy expenditure in OPA1 BKO fed an obesogenic diet. Of note, although GDF15 effects on body weight were only partial, the improvements in glucose disposal and hepatic steatosis observed in OPA1 BKO mice were completely abolished in the absence of BAT GDF15, highlighting additional mechanisms of GDF15-mediated metabolic protection that are independent of its body weight-lowering effects. Paradoxically, insulin sensitivity remained improved.

In the context of hepatic mitochondrial dysfunction, which is associated with increased hepatic FGF21 and GDF15 expression and increased liver-derived GDF15 in the circulation, GDF15 was shown to regulate changes in body and fat mass and protect against hepatic steatosis in DIO but had no effect on glucose disposal. Instead, FGF21 was required to increase insulin sensitivity, energy expenditure, and UCP1-mediated thermogenesis in iWAT of regular chow-fed mice (Kang et al., 2021), which is similar to what we previously reported for OPA1 BKO mice (Pereira et al., 2021). FGF21 and GDF15 induction and secretion was also reported in a model of mitochondrial stress in adipose tissue (both BAT and WAT). In this study, under regular chow-fed conditions, neither GDF15 nor FGF21 appeared to regulate whole-body metabolism. Conversely, as in OPA1 BKO mice, long-term induction of GDF15 attenuated progression of obesity by increasing energy expenditure in DIO, while FGF21 was dispensable for this phenotype (Choi et al., 2020). Together, our study suggests that FGF21 and GDF15 play fundamentally distinct roles as part of the mitochondrial stress response in regulating energy metabolism and glucose homeostasis in different metabolic states. Our data support a predominant role for GDF15 rather than FGF21 in promoting resistance to DIO in response to mitochondrial stress and highlights a role for GDF15 in promoting iWAT browning during DIO and potentially inducing futile calcium cycling in skeletal muscle. Some discrepancies between our model and similar models in the literature may stem from differences in the nature of the mitochondrial stress, level of GDF15 induction, and the fact that in our studies FGF21 (Pereira et al., 2021) and GDF15 were deleted in a tissue-specific manner, rather than globally. Also, additional methodological details such as age and duration of feeding might have contributed to differences in our overall conclusions.

Because OPA1 BKO mice have improved thermoregulation, we tested the role of BAT-derived GDF15 for adaptive thermogenesis. The increase in averaged baseline core body temperature observed in OPA1 BKO (Pereira et al., 2021) mice was no longer seen when GDF15 was deleted in BAT. Furthermore, in response to cold, mice lacking both OPA1 and GDF15 (DKO) became severely hypothermic as early as 4 hr into the cold exposure (4°C) protocol. Surprisingly, these mice had increased markers of browning in white adipose tissue (WAT) after 5 hr of cold exposure, despite similar degrees of sympathetic activation. Nonetheless, this increase in browning was not sufficient to maintain thermoregulation in the context of impaired BAT thermogenesis. Our data suggests increased futile calcium cycling in skeletal muscle of OPA1 BKO mice, but the induction in Serca1a levels was lost in DKO mice. Thus, in addition to severely impaired UCP1-mediated thermogenesis in BAT, inhibited compensation in muscle non-shivering thermogenesis pathways in DKO mice may contribute to overall reduced thermogenic capacity in these mice, leading to severe cold-induced hypothermia. Therefore, at least in the context of mitochondrial stress, GDF15 expression in thermogenic adipocytes plays a critical role in maintaining core body temperature in cold-exposed mice, likely by regulating UCP1-mediated and UCP1-independent thermogenesis.

In conclusion, our study has ruled out a role for PERK in inducing the ISR in response to OPA1 deletion in BAT. Furthermore, we also unveiled a role for GDF15 in attenuating DIO and improving glucose clearance and hepatic steatosis in OPA1 BKO mice. To our knowledge, this is the first demonstration that BAT-derived GDF15 may play a role in energy metabolism, glucose homeostasis, and thermoregulation in the context of mitochondrial stress. Our data also show that GDF15 may exert its effects independently of changes in food intake but predominantly by increasing energy expenditure. The specific molecular mechanisms downstream of GDF15 regulating these metabolic adaptations and the potential peripheral signaling mechanisms that mediate these effects remain to be elucidated. Furthermore, future studies exploring the role of BAT-derived GDF15 on energy metabolism and thermogenesis under physiological conditions might reveal novel GDF15-mediated effects in metabolic homeostasis.

## Materials and methods

### Mouse models

Experiments were performed in male and/or female mice on a C57Bl/6J background. OPA1^fl/fl^ mice (Zhang et al., 2011), FGF21^fl/fl^ mice (Potthoff et al., 2009), and ATF4^fl/fl^ mice (Ebert et al., 2012) were generated as previously described. GDF15^fl/fl^ mice were generated by Dr. Randy Seeley in the C657Bl/6J background and contain loxP sites flanking exon 2 of the *Gdf15* gene. Briefly, to generate GDF15^fl/fl^ mice, the University of Michigan Transgenic Core injected Cas9 protein (Sigma-Aldrich, St. Louis, MO), editing templates containing LoxP sites (IDT Ltd., Coralville, IA) and two sgRNAs (Synthego, Redwood City, CA) recognizing two sites upstream and downstream of exon 2 of the *Gdf15* gene (target sequence: uuggauucacacaacccuag and aggaaaagggacauacagag) into the pro-nucleus of fertilized mouse embryos. Embryos were then implanted into pseudo pregnant dams. Resultant pups were screened for the presence of LoxP sites within the *Gdf15* genomic sequence. Surrounding sequences were then amplified and subjected to DNA sequencing. Positive animals were bred to C57Bl6/J mice, and the resultant pups were rescreened and resequenced prior to propagation. Subsequent animals were screened for *Gdf15* Flox by PCR (5′ forward: agccagagtaggacggatga; 5′ reverse: caattctgcttcaacccccg; 3′ forward: tgagcccttgggaggtagag; 3′ reverse: ggccacaaaccactctacga). Transgenic mice expressing Cre recombinase under the control of the *Ucp1* promoter (Tg (Ucp1-cre)1Evdr) (Kong et al., 2014) and PERK ^fl/fl^ mice (*Eif2ak3^tm1.2Drc^*/J) (Zhang et al., 2002) were acquired from the Jackson Laboratories (#024670 and #023066, respectively). Compound mutants were generated by crossing OPA1^fl/fl^ mice harboring the *Ucp1* Cre with FGF21^fl/fl^, ATF4^fl/fl^, PERK^fl/fl^, or GDF15^fl/fl^ mice. GDF15 BKO mice were generated by crossing GDF15^fl/fl^ mice with mice harboring the *Ucp1* Cre. WT controls for each compound mutant were mice harboring the respective homozygous floxed alleles but lacking the *Ucp1* Cre. Mice were weaned at 3 wk of age and were kept on standard chow (2920X Harlan Teklad, Indianapolis, IN). For DIO studies, 6-week-old male mice were fed an HFD (60% kcal from fat; Research Diets D12492) for 12 wk. After 11 wk of high-fed feeding, a subset of mice was placed in the Promethion System (Sable Systems International, Las Vegas, NV) to measure changes in energy metabolism, food intake, and locomotor activity. For the cold exposure experiments, mice were acclimated to 30°C (thermoneutral temperature for mice) for 7 d prior to being cold-exposed. For the 3-day cold exposure studies when core body temperature was monitored by telemetry, indirect calorimetry was performed using the OxyMax Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments International, Columbus, OH). Unless otherwise noted, animals were housed at 22°C with a 12 hr light, 12 hr dark cycle with free access to water and standard chow or special diets. All mouse experiments presented in this study were conducted in accordance with the animal research guidelines from NIH and were approved by the University of Iowa IACUC. Male mice were used for these studies unless otherwise noted.

### Cold exposure experiments

For the 3-day cold exposure experiments, core body temperature was measured by telemetry (Respironics, G2 E-Mitter, Murrysville, PA), as previously described (Pereira et al., 2021). Core body temperature and indirect calorimetry were recorded in mice singly housed in the OxyMax Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments International). For the acute cold exposure experiments, 12-week-old mice were initially individually housed in the rodent environmental cabinets (Power Scientific, Inc, Pipersville, PA) at 30°C for 7 d. The initial temperature (t_0_) was recorded using a rectal probe (Fisher Scientific, Lenexa, KS) at 7 am on day 8, after which the temperature was switched to 4°C. Once the desired temperature was reached, we recorded rectal temperatures hourly for up to 5 hr of cold exposure.

### Glucose and insulin tolerance tests, nuclear magnetic resonance, and serum analysis

GTT, ITT, and measurements of serum insulin and FGF21 levels were performed as previously described by us (Pereira et al., 2021). Serum GDF15 was measured using commercially available kits according to the manufacturer’s directions (R&D Systems, Minneapolis, MN). Body composition was determined by nuclear magnetic resonance (NMR) in the Bruker Minispec NF-50 instrument (Bruker, Billerica, MA).

### Analysis of triglyceride levels

Hepatic triglyceride levels were measured in mice fed HFD for 12 wk using the EnzyChrom Triglyceride Assay Kit (BioAssay Systems, Hayward, CA), as previously described (Pereira et al., 2021).

### RNA extraction and quantitative RT-PCR

Total RNA was extracted from tissues with TRIzol reagent (Invitrogen) and purified with the RNeasy kit (QIAGEN Inc, Germantown, MD). Quantitative RT-PCR was performed as previously described (Pereira et al., 2021). Data were normalized to *Gapdh* or *Tbp* expression, and results are shown as relative mRNA levels. qPCR primers were designed using Primer‐Blast or previously published sequences (Kim et al., 2013a).

### RNA sequencing

Bulk RNA sequencing was performed in BAT of 7-week-old female and male OPA1 BKO mice by the Iowa Institute of Human Genetics: Genomics Division at the University of Iowa. Sequencing libraries were prepped using the Illumina TruSeq mRNA Stranded kit and sequenced on a HiSeq4000. Two approaches were used for read alignment, mapping, and quantification. First, a workflow using HISAT2 (v2.1.0), featureCounts (v1.6.3), and DESeq2 (v1.22.2) was performed (Kim et al., 2019; Liao et al., 2014; Love et al., 2014). The second approach used pseudo-alignment and quantification with Kallisto (v0.45.0) and DESeq2 for differential expression analysis (Bray et al., 2016). Ingenuity Pathway Analysis (IPA) software from QIAGEN was utilized for identification of potentially modified pathways. Data visualization was performed using pheatmap and ggplot2 packages in R. RNA-seq data have been deposited to the GEO database under the accession number GSE218907.

### Western blot analysis

Immunoblotting analysis was performed in BAT, iWAT, and gastrocnemius muscle, as previously described (Pereira et al., 2021). Membranes were incubated with primary antibodies overnight and with secondary antibodies for 1 hr at room temperature. Fluorescence was quantified using the LiCor Odyssey imager.

### Mitochondrial isolation

Mitochondrial fraction was isolated from BAT, as previously described (Garcia-Cazarin et al., 2011). Briefly, tissue was excised, rinsed in ice-cold PBS, and maintained in ice-cold isolation buffer (500 mM EDTA, 215 mM D-mannitol, 75 mM sucrose, 0.1% free fatty acid bovine serum albumin (BSA), 20 mM HEPES, pH 7.4 with KOH) until ready for homogenization. Bradford assay was performed to determine the protein concentration.

### Oxygen consumption

Mitochondrial oxygen consumption rates were assessed in 50 µg of mitochondrial protein using the Oroboros O_2_K Oxygraph system (Oroboros Instruments, Innsbruck, Austria) in buffer Z containing (mM) 110 K-MES, 35 KCl, 1 EGTA, 5 K_2_HPO_2_, 3 MgCl_2_.6H_2_O, and 5 mg/ml BSA (pH 7.4, 295 mosmol/l). The following substrates and nucleotides were utilized: pyruvate (5 mM) + malate (2 mM), followed by addition of ADP (5 mM). To inhibit UCP1, GDP (1 mM) was added after pyruvate/malate. UCP1-dependent respiration was calculated by subtracting the OCRs after GDP addition from the OCR prior to adding GDP.

### Transmission electron microscopy

Electron micrographs of BAT were prepared as previously described (Pereira et al., 2017). Briefly, BAT was trimmed into tiny pieces (1 mm in width) using a new blade to minimize mechanical trauma to the tissue. Tissues were fixed overnight (in 2% formaldehyde and 2.5% glutaraldehyde), rinsed (0.1% cacodylate pH 7.2), and stained with increasing concentrations of osmium (1.5, 4, and 6%), and dehydrated with increasing concentrations of acetone (50, 75, 95, and 100%). Samples were then embedded, cured, sectioned, and poststained with uranyl and lead. Sections were then imaged on a Jeol 1230 Transmission electron microscope.

### Histology

Fragments of BAT and iWAT were embedded in paraffin, portioned into 4-μm-thick sections, and stained with hematoxylin-eosin (Fisher, Pittsburgh, PA). Light microscopy was performed using an Olympus BX63 (Olympus, Shinjuku, Tokyo, Japan).

### Data analysis

Unless otherwise noted, all data are reported as mean ± SEM. To determine statistical differences, Student’s *t*‐test was performed for comparison of two groups, and two-way ANOVA followed by Tukey’s multiple-comparison test was utilized when more than three groups were compared. A probability value of p≤0.05 was considered significantly different. Statistical calculations were performed using the GraphPad Prism Software (La Jolla, CA). The association between oxygen consumption or energy expenditure and body mass was calculated by ANCOVA using the CalR software (Mina et al., 2018). The significance test for the ‘group effect’ determined whether the two groups of interest were significantly different for the metabolic variable selected.

## Data Availability

RNASeq data (GSE218907). The following dataset was generated: PereiraRO WeatherfordET 2022Transcriptome analysis in brown adipose tissue of mice lacking the mitochondrial protein optic atrophy 1 (OPA1) in thermogenic adipocytesNCBI Gene Expression OmnibusGSE218907

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mouse, C57Bl/6J)	Murine Models	Jackson Laboratories	JAX Stock #025124	Tag (Ucp1-cre)1Evdr; male and female
Strain, strain background (mouse, C57Bl/6J)	Murine Models	Jackson Laboratories	JAX Stock #023066	*Eif2ak3^tm1.2Drc^*/J; male and female
Antibody	Anti-OPA1 (mouse polyclonal)	BD Biosciences	#612606	WB 1:1000, primary
Antibody	Anti-GAPDH (rabbit monoclonal)	Cell Signaling Technology	#2118	WB 1:1000, primary
Antibody	Anti-UCP1 (mouse monoclonal)	Abcam	#Ab10983	WB 1:1000, primary
Antibody	Anti-Tyrosine hydroxylase (rabbit polyclonal)	Cell Signaling Technology	#2792	WB 1:1000, primary
Antibody	Anti-β-actin (rabbit polyclonal)	Sigma	#A2066	WB 1:1000, primary
Antibody	Anti-phosphorylated eIF2α serine 51 (rabbit monoclonal)	Cell Signaling Technology	#3597	WB 1:1000, primary
Antibody	Anti-eIF2α (mouse monoclonal)	Santa Cruz Biotechnology	#SC81261	WB 1:1000, primary
Antibody	Anti-PERK (rabbit monoclonal)	Cell Signaling Technology	#C33E10	WB 1:1000, primary
Antibody	Anti-Serca1a (mouse monoclonal)	Santa Cruz Biotechnology	#SC515162	WB 1:1000, primary
Antibody	Anti-GLUT1 (rabbit polyclonal)	Millipore	#07-1401	WB 1:1000, primary
Antibody	IRDye 800CW anti-mouse	LI-COR	#925-32212	WB 1:10,000, secondary
Antibody	Alexa Fluor anti-rabbit 680	Invitrogen	#A27042	WB 1:10,000, secondary
Commercial assay or kit	RNeasy kit	QIAGEN Inc	#74104	
Commercial assay or kit	EnzyChrom Triglyceride Assay Kit	BioAssay Systems	#ETGA-200	
Commercial assay or kit	Mouse/Rat Fibroblast Growth Factor 21 ELISA	Biovendor	#RD291108200R	
Commercial assay or kit	Quantikine GDF15 ELISA	R&D Systems	#MGD150	
Commercial assay or kit	Ultra-Sensitive Mouse Insulin ELISA Kit	Chrystal Chem	#90080	
Commercial assay or kit	High-Capacity cDNA reverse Transcription Kit	Applied Biosystems	#4368814	
Software, algorithm	GraphPad Prism Software	GraphPad Software, La Jolla, CA	Version 8.0.0 for Windows	
Other	Chow, standard	Harlan Teklad	2920X	As described under ‘Mouse models’
Other	Chow, 60% HFD	Research Diets	D12492	As described under ‘Mouse models’

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 3—source data 1. — (A) Full immunoblot images for OPA1, PERK, and GAPDH in brown adipose tissue (BAT) (uncropped blots with the relevant bands labeled). (B) Full immunoblot images for pEif2a and Eif2a in BAT. (F) Full immunoblot images for UCP1 and β-actin in BAT. (I) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (J) Full immunoblot images for tyrosine hydroxylase (TH) and β-actin in iWAT.

## Slide 1
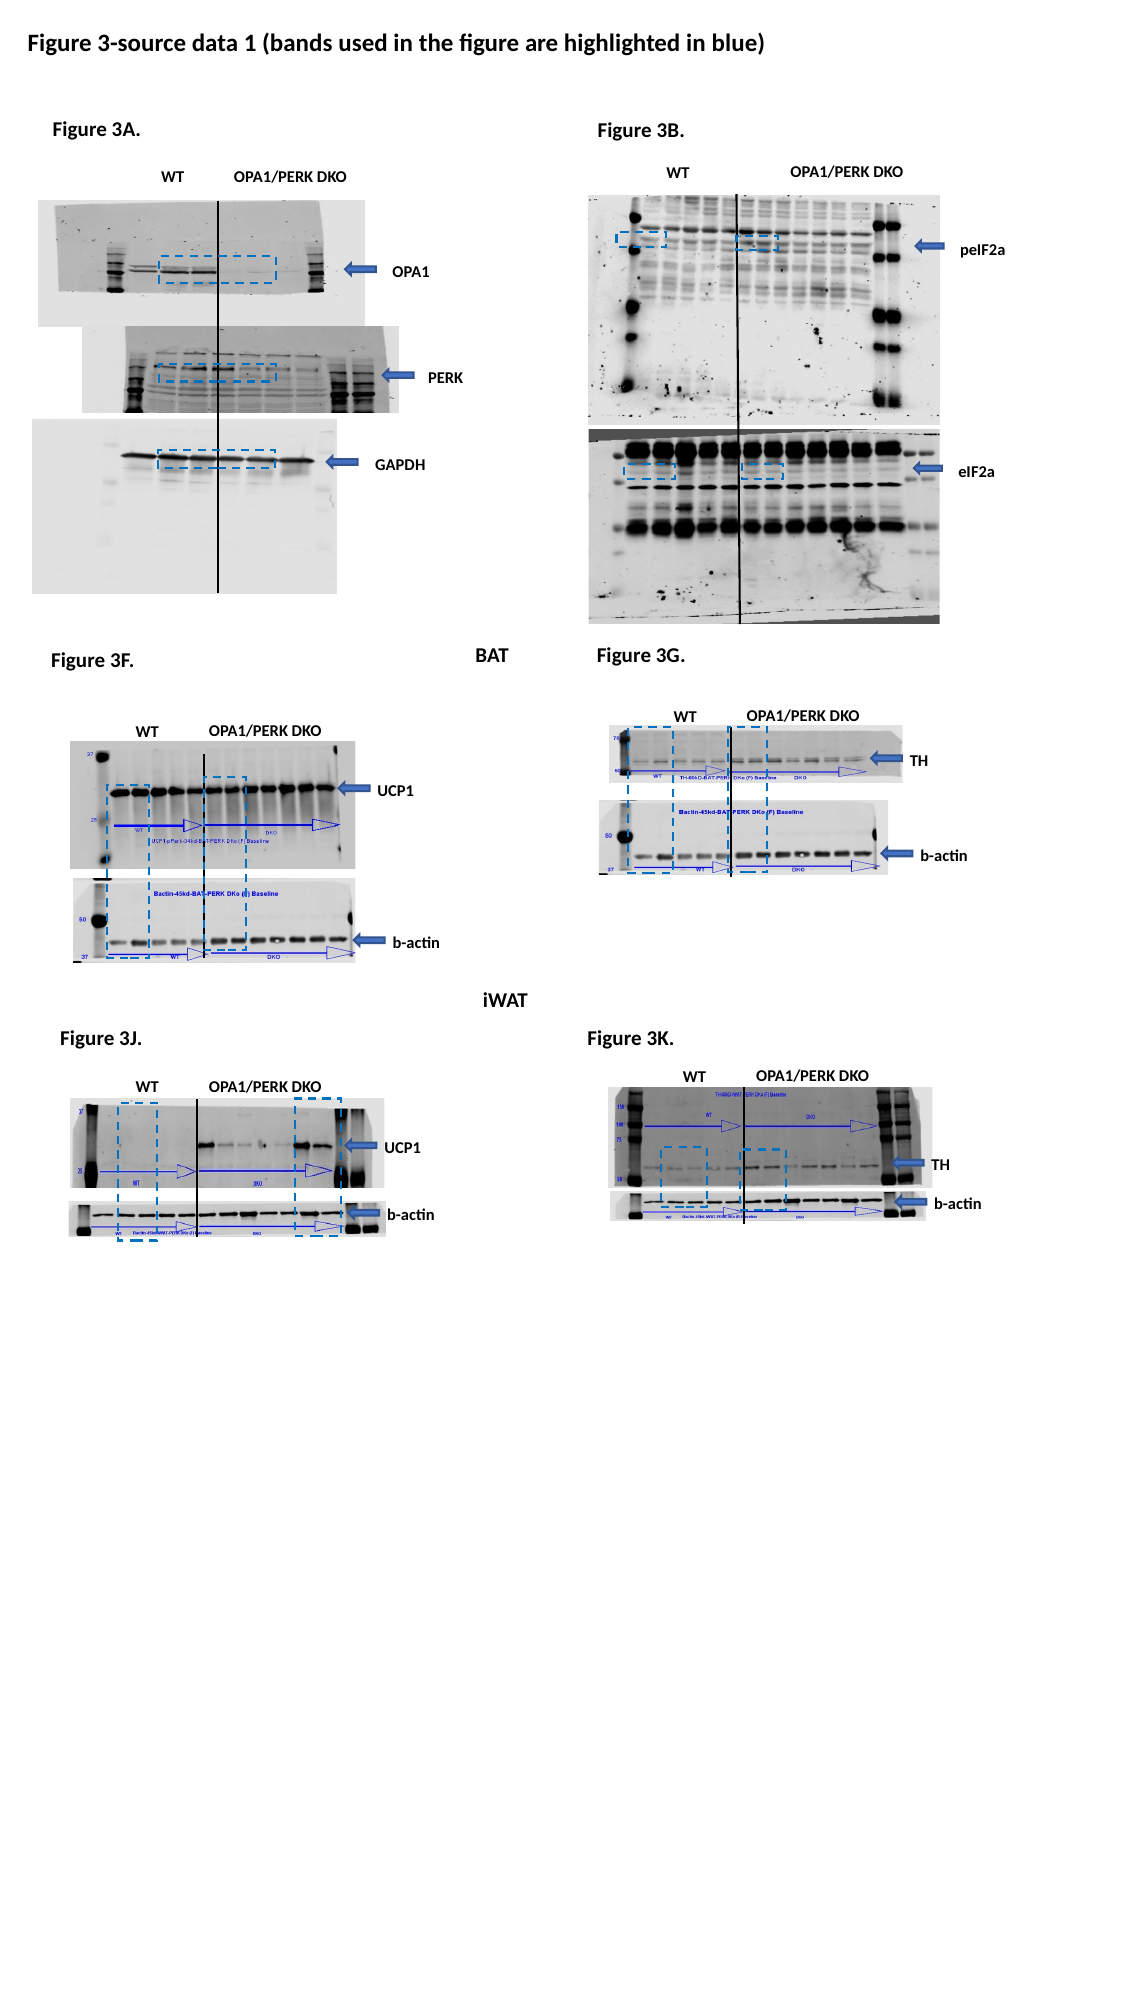

Figure 3-source data 1 (bands used in the figure are highlighted in blue)
Figure 3A.
Figure 3B.
OPA1/PERK DKO
WT
peIF2a
eIF2a
OPA1/PERK DKO
WT
OPA1
PERK
GAPDH
BAT
Figure 3G.
OPA1/PERK DKO
WT
TH
b-actin
Figure 3F.
OPA1/PERK DKO
WT
UCP1
b-actin
iWAT
Figure 3K.
Figure 3J.
OPA1/PERK DKO
WT
WT
OPA1/PERK DKO
UCP1
TH
b-actin
b-actin

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 5—source data 1. — (G) Full immunoblot images for UCP1 and β-actin in BAT. (M) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (N) Full immunoblot images for tyrosine hydroxylase (TH) and β-actin in iWAT.

## Slide 1
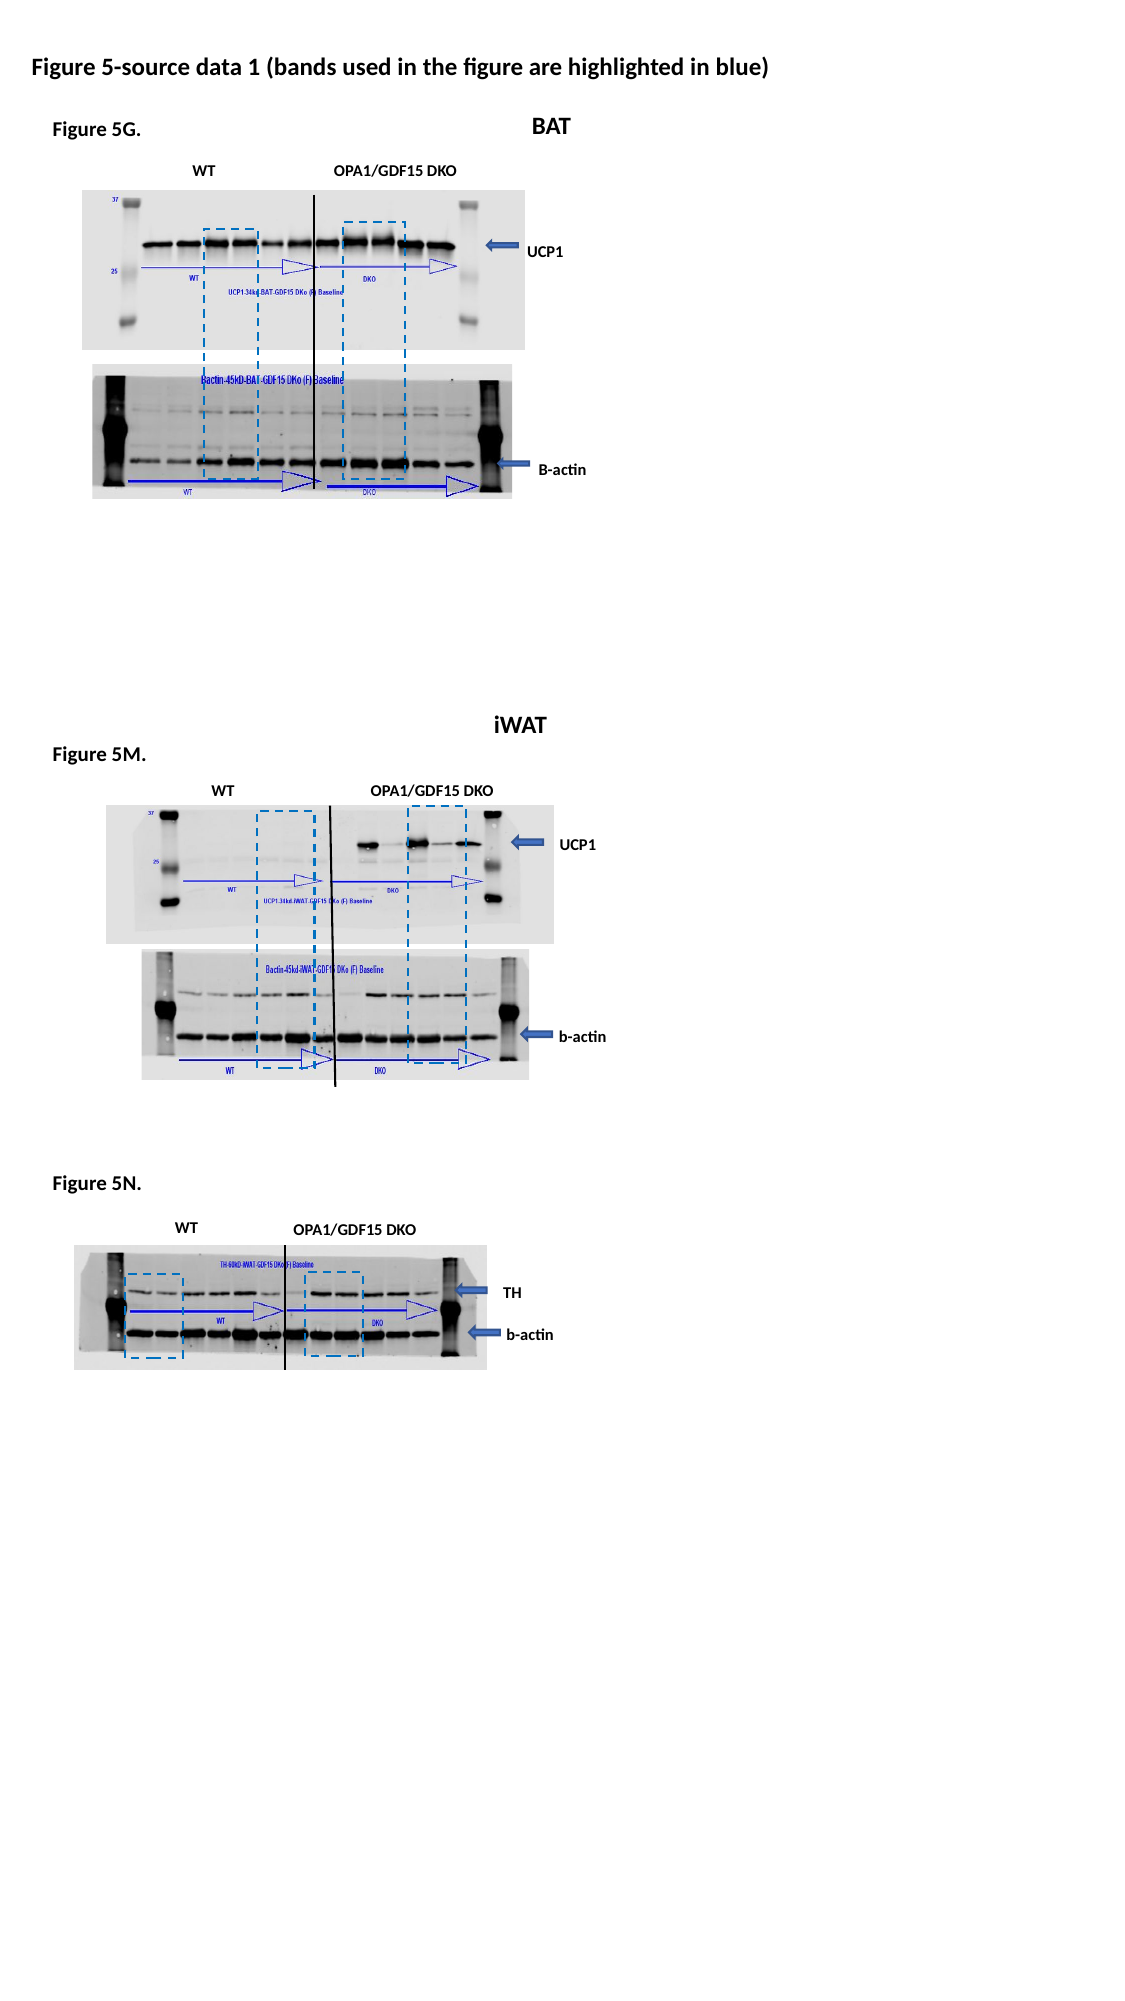

Figure 5-source data 1 (bands used in the figure are highlighted in blue)
BAT
Figure 5G.
WT
OPA1/GDF15 DKO
UCP1
B-actin
c
iWAT
Figure 5M.
WT
OPA1/GDF15 DKO
UCP1
b-actin
Figure 5N.
WT
OPA1/GDF15 DKO
TH
b-actin

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 6—source data 1. — (S) Full immunoblot images for UCP1 and β-actin in brown adipose tissue (BAT). (U) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (V) Full immunoblot for Serca1a in gastrocnemius muscle and Ponceau red staining.

## Slide 1
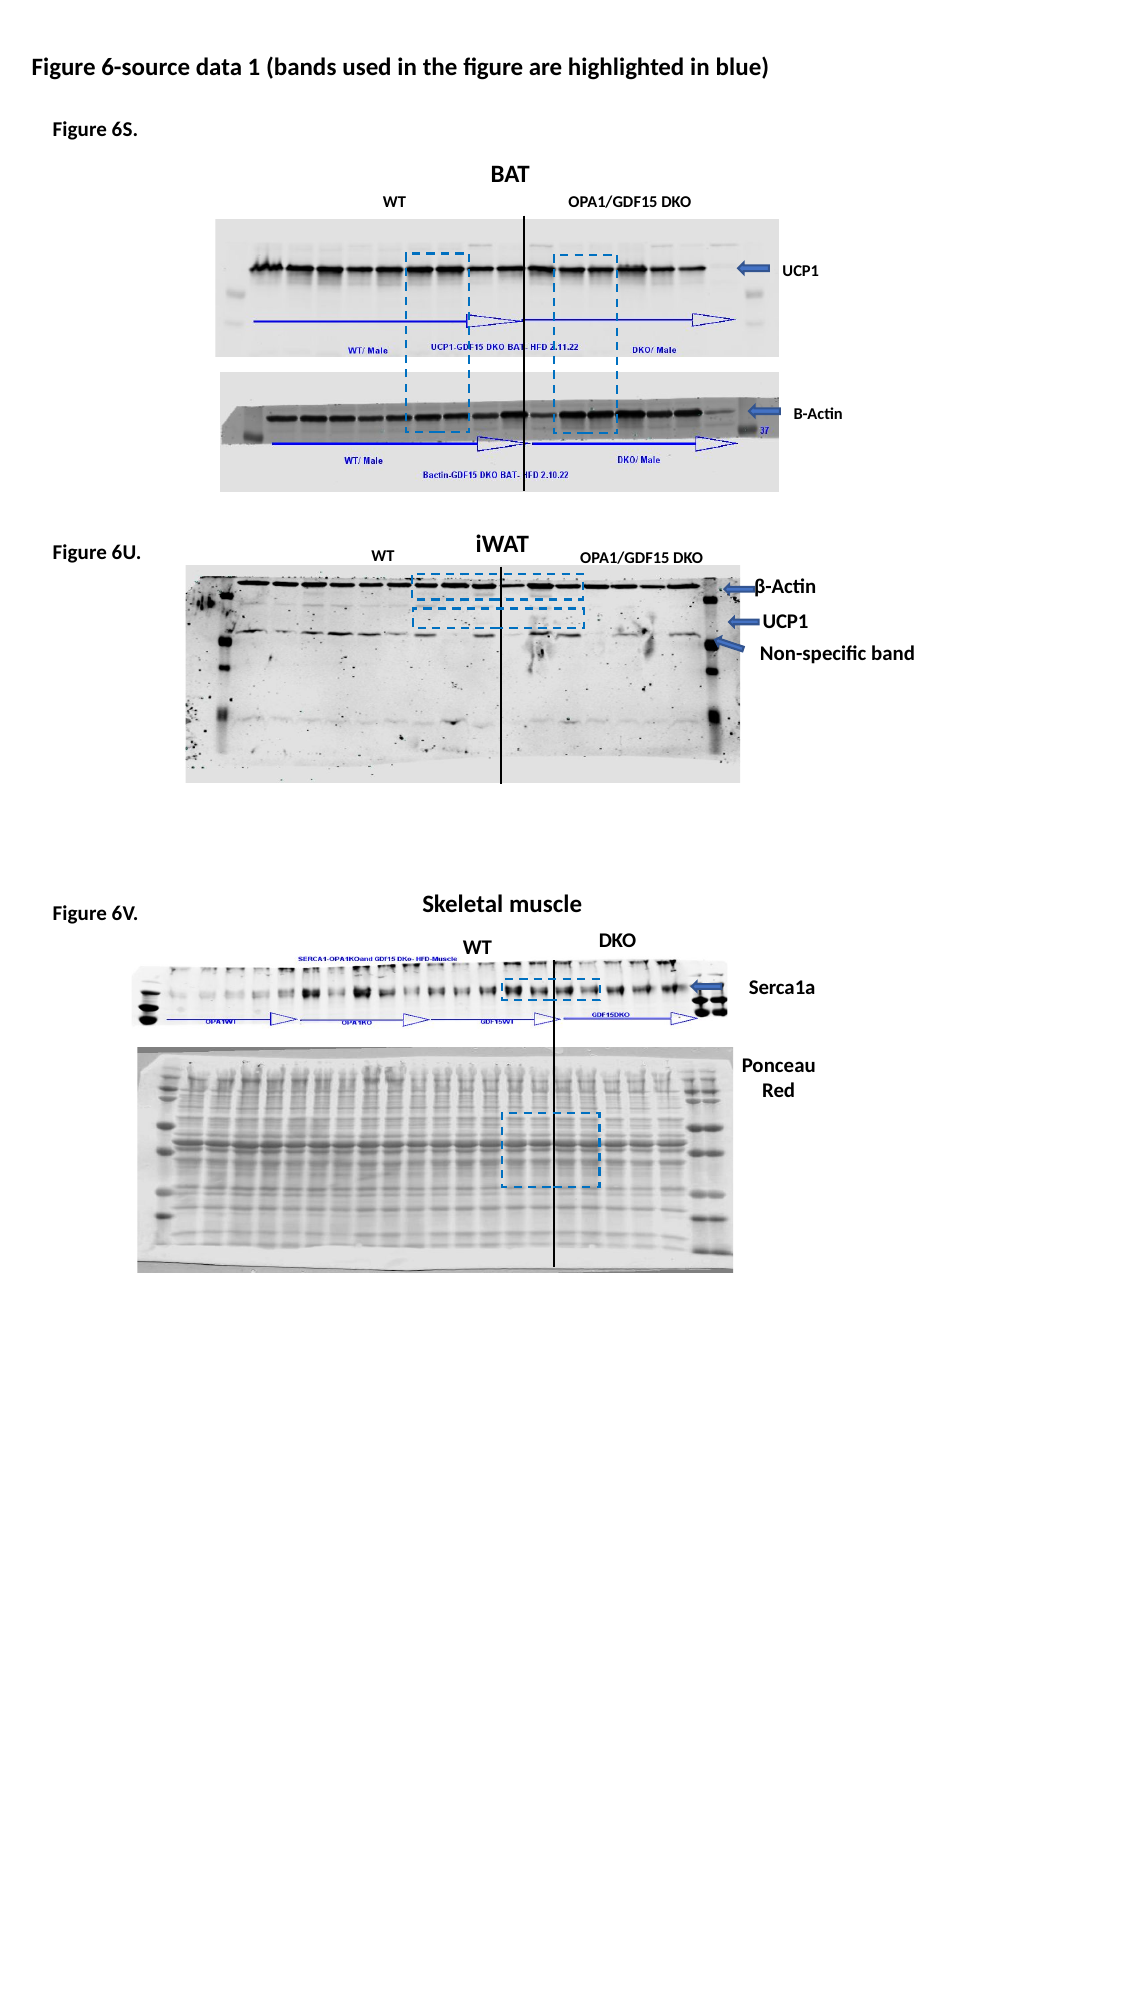

Figure 6-source data 1 (bands used in the figure are highlighted in blue)
Figure 6S.
BAT
WT
OPA1/GDF15 DKO
UCP1
B-Actin
iWAT
Figure 6U.
WT
OPA1/GDF15 DKO
β-Actin
UCP1
Non-specific band
Skeletal muscle
Figure 6V.
DKO
WT
Serca1a
Ponceau Red

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 6—figure supplement 1—source data 1. — (I) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT) of wild-type (WT) and OPA1 brown adipose tissue (BAT) knockout (KO) mice. (J) Full immunoblot images for Serca1a and Ponceau red staining in gastrocnemius muscle of WT and OPA1 BAT KO mice.

## Slide 1
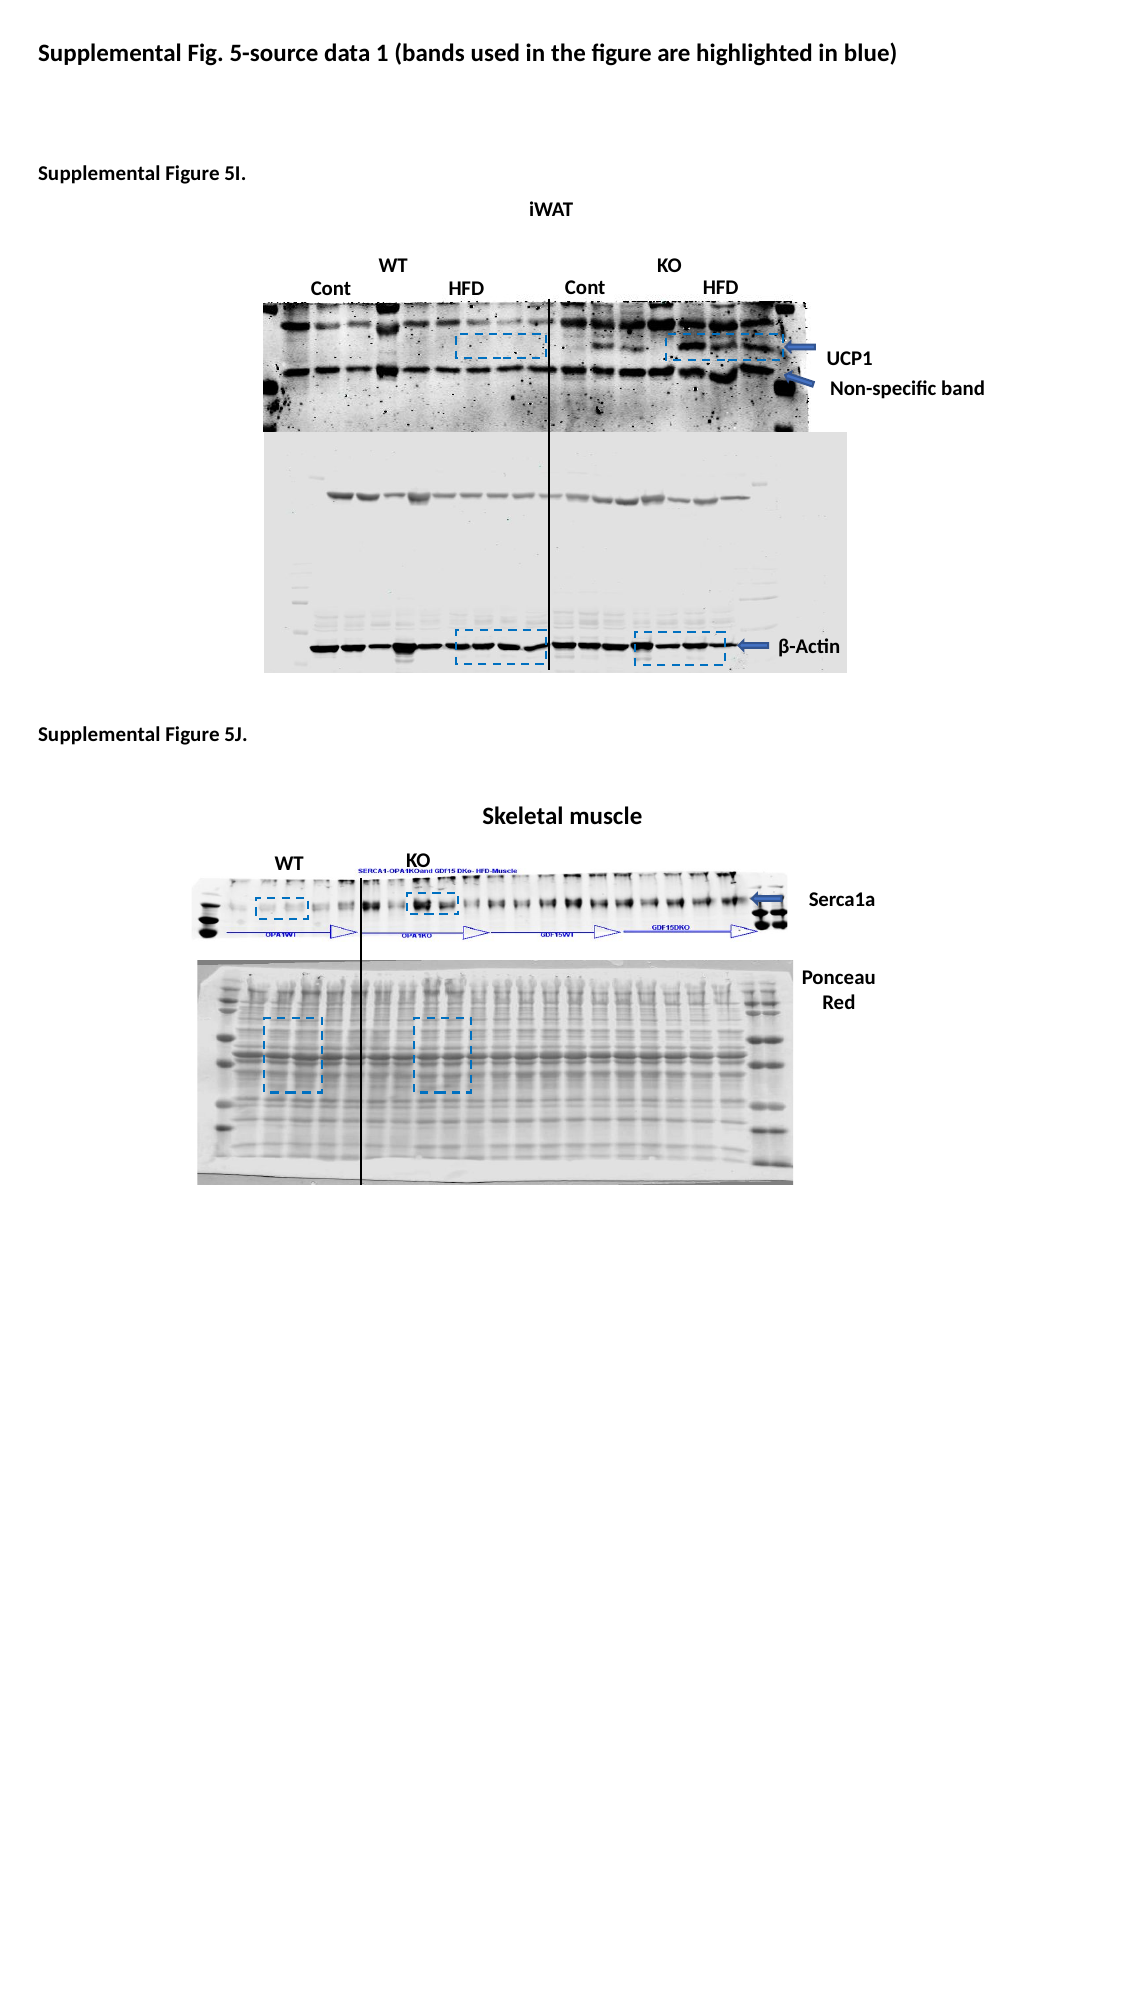

Supplemental Fig. 5-source data 1 (bands used in the figure are highlighted in blue)
Supplemental Figure 5I.
iWAT
WT
KO
UCP1
Cont
HFD
Cont
HFD
Non-specific band
β-Actin
Supplemental Figure 5J.
Skeletal muscle
KO
WT
Serca1a
Ponceau Red

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 7—source data 1. — (G) Full immunoblot images for UCP1 and β-actin in brown adipose tissue (BAT). (M) Full immunoblot images for UCP1 and β-actin in inguinal white adipose tissue (iWAT). (N) Full immunoblot for Serca1a and β-actin in gastrocnemius muscle.

## Slide 1
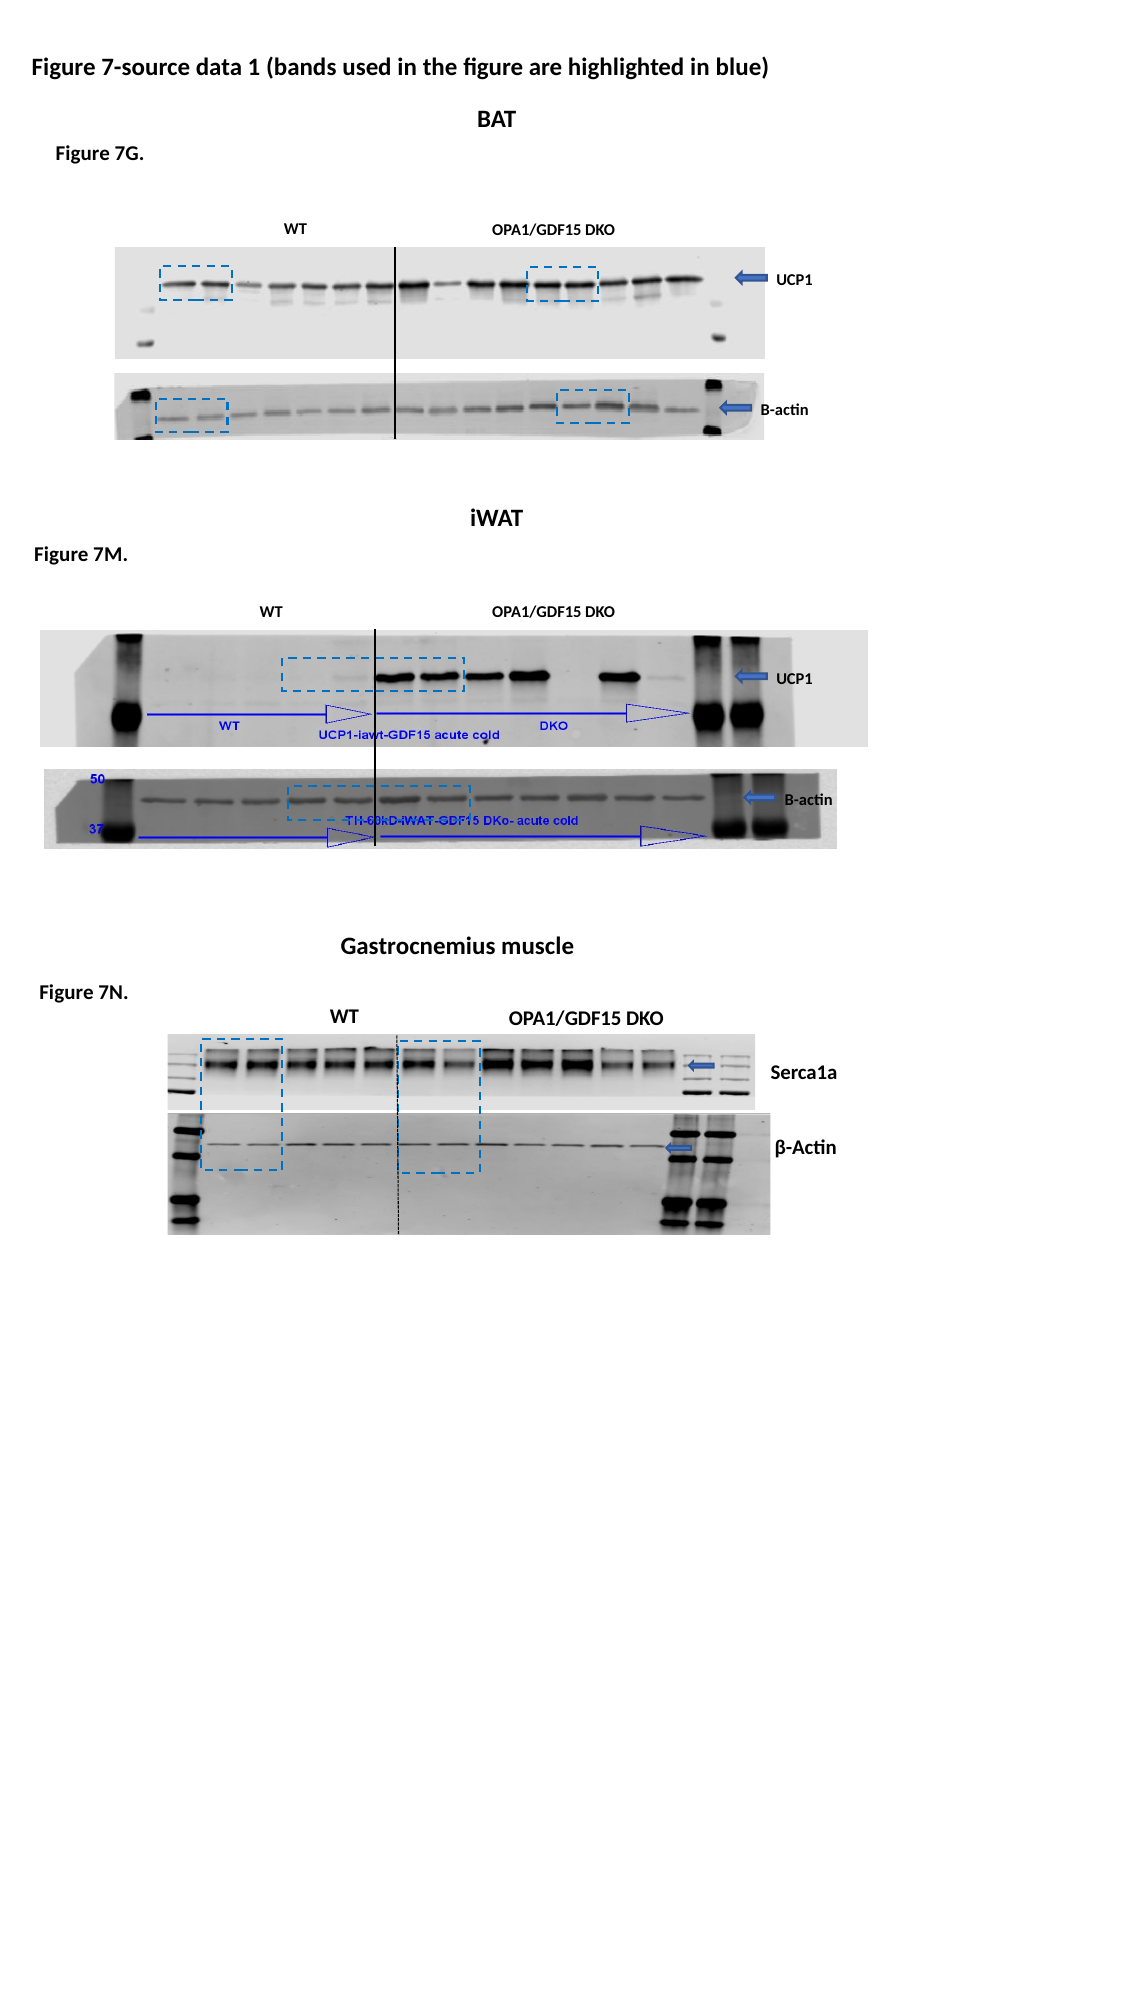

Figure 7-source data 1 (bands used in the figure are highlighted in blue)
BAT
Figure 7G.
WT
OPA1/GDF15 DKO
UCP1
B-actin
iWAT
Figure 7M.
WT
OPA1/GDF15 DKO
UCP1
B-actin
Gastrocnemius muscle
Figure 7N.
WT
OPA1/GDF15 DKO
Serca1a
β-Actin

# Supplementary material for: GDF15 is required for cold-induced thermogenesis and contributes to improved systemic metabolic health following loss of OPA1 in brown adipocytes
**Source:** eLife. 2023 Oct 11;12:e86452. doi: 10.7554/eLife.86452
**Supplement:** Figure 7—figure supplement 1—source data 1. — (J) Full immunoblot images for GLUT1 and β-actin in skeletal muscle of WT and OPA1/GDF15 BAT DKO mice.

## Slide 1
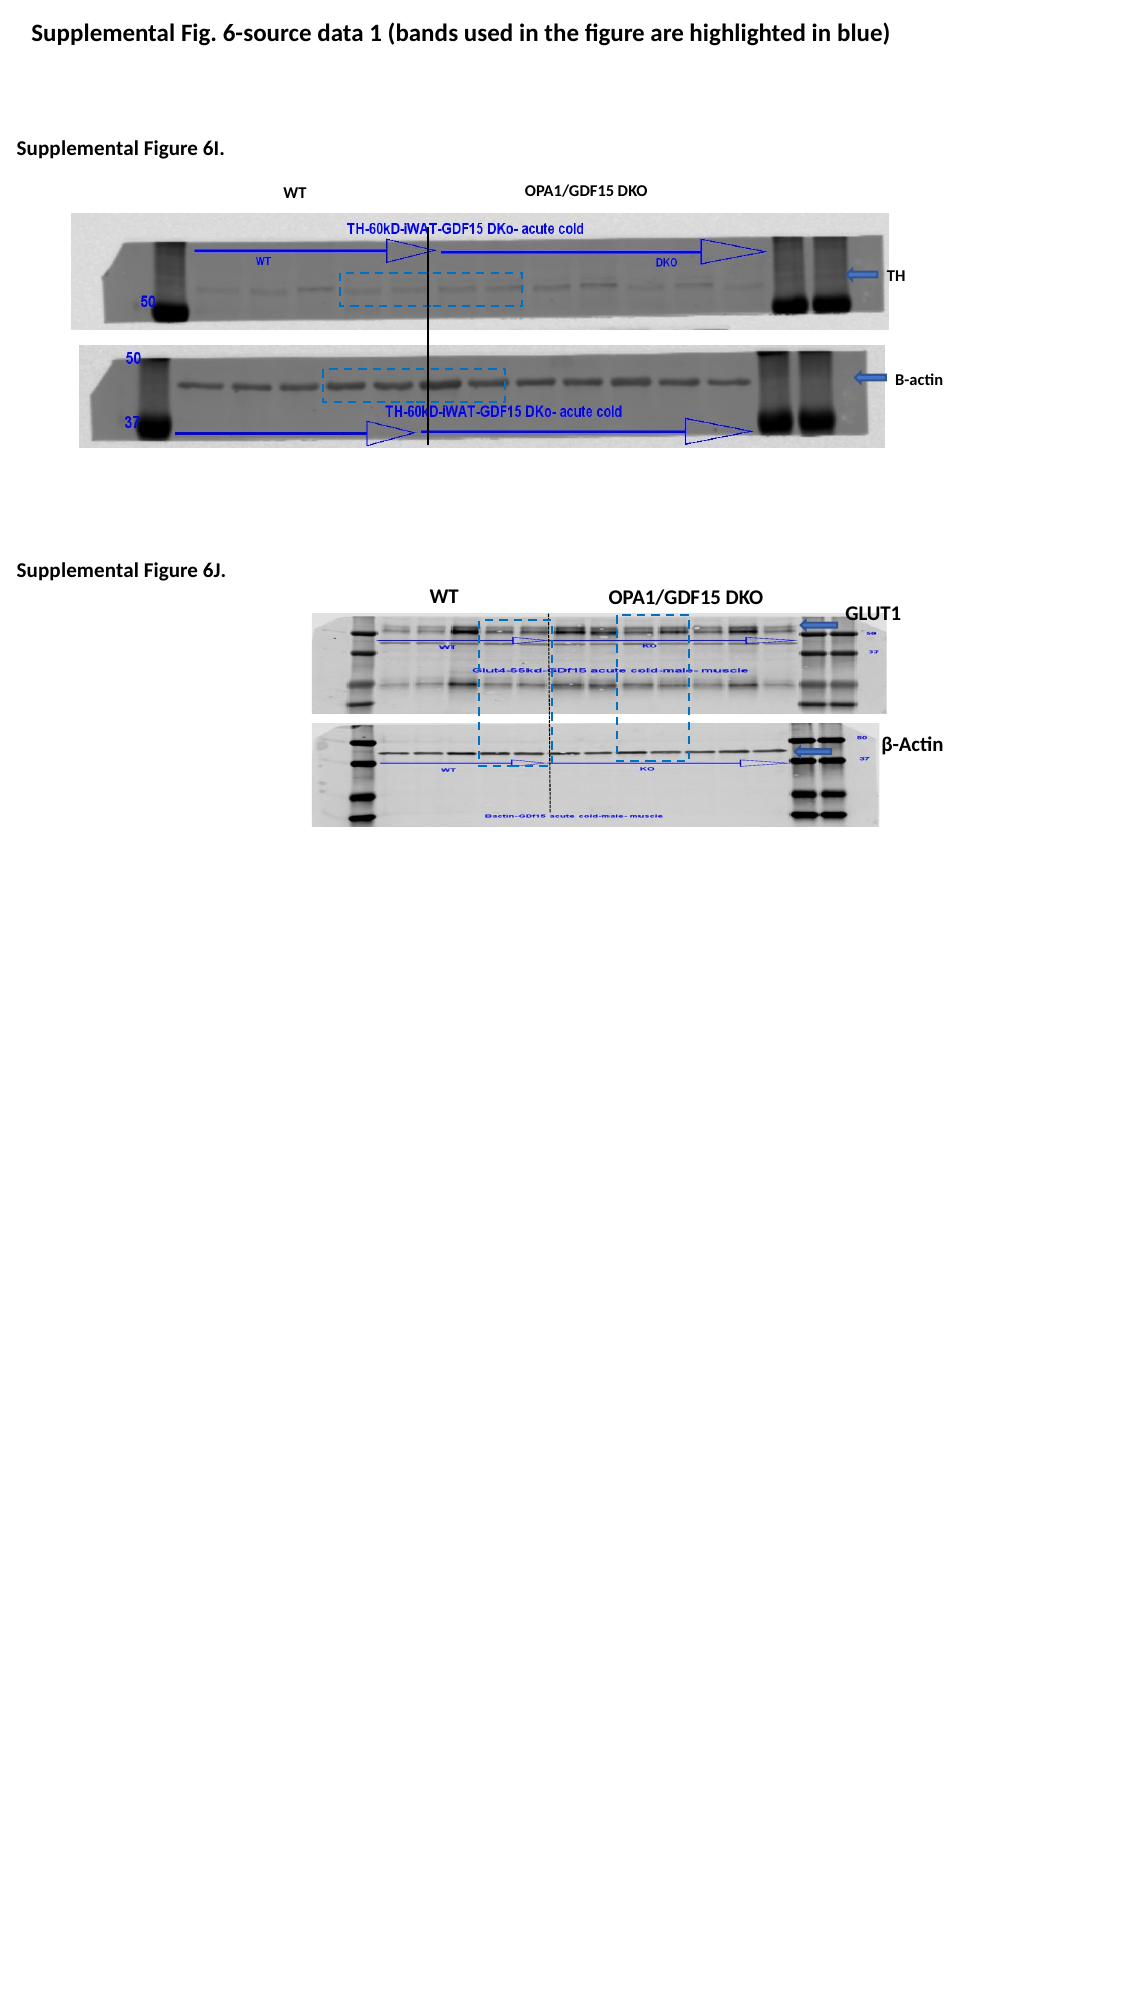

Supplemental Fig. 6-source data 1 (bands used in the figure are highlighted in blue)
Supplemental Figure 6I.
OPA1/GDF15 DKO
WT
TH
B-actin
Supplemental Figure 6J.
WT
OPA1/GDF15 DKO
GLUT1
β-Actin

How the deposited data were processed for this re-analysis (not part of the article)

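RNA was sequenced from BAT of 16 mice aged 7 weeks, with 4 mice in each group of genotype (WT or OPA1 BKO) and sex. The mice were assigned to groups by the labels that the authors gave to the libraries. By these labels all mice carry floxed Opa1, and only the OPA1 BKO mice carry Cre. An effect of Cre itself therefore cannot be told apart from loss of OPA1. The labels name no pairs, litters, batches or dates, and the mice were treated as independent. According to the paper, libraries were made with a stranded kit for polyadenylated RNA. For every mouse, the authors deposited the output of Kallisto, which lists for each transcript its length, its effective length, an estimated count and a TPM. The estimated count is not normalized between mice and can be a fraction, because reads that fit several transcripts are divided among them. The TPM is the estimated count divided by effective length and scaled to the same total in each mouse. Both units were checked on every file. The paper also describes alignment to the genome with counting on genes, which was not analysed here.

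Transcripts were joined to genes by identifier through GENCODE release M21 on GRCm38. Of the 135308 transcripts listed, 133284 were matched, 131665 with the same version and 1619 with another version, and 131570 of the 131570 lengths compared were equal. The 2024 unmatched transcripts held a median of 0.594% of the counts and were left out. The matched transcripts belonged to 51060 genes. Total estimated counts per mouse had a median of 18359375, with ranges of 18932123 to 23114534 in WT females, 15795766 to 18774300 in WT males, 15443730 to 19269226 in OPA1 BKO females and 13607283 to 22634892 in OPA1 BKO males. A gene without counts in a mouse may still be present at up to 3 counts of that total. This floor covers counting error only, since reads copied by PCR are not independent molecules. A fold against a group in which every mouse had at most 3 counts was computed against that floor and is a lower bound.

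Every pair of mice within a group was compared, which made 6 pairs per group. Spearman's correlation across genes was between 0.947 and 0.989, and the squared differences were 22.6 to 123 times those of counting noise alone, so within a group no file was a copy of another. The 10 genes with the most counts took 30.4% ± 2.27 (SD, n = 8) of the counts in WT and 11.0% ± 1.38 (SD, n = 8) in OPA1 BKO mice.

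Estimated counts were summed per gene, rounded to whole numbers and filtered by filterByExpr with the 4 groups, a minimum count of 10 and a minimum total of 15, which left 15632 genes. Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, with a term for sex and a prior count of 0.125. Effects within females and males and the interaction of genotype and sex came from a model with 1 mean for each of the 4 groups. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and an adjusted p-value under 0.05 was counted as a difference. For the 4 ISR kinases the adjustment was also made over the list alone. Single measures were compared by exact permutation tests, all two-sided. The log2 fold changes of the text are those of the model, and levels are TMM-normalized CPM. Ranks used the log2 fold change among genes that were higher with an adjusted p-value under 0.05.

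Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation between genes of 0.01, and adjusted over the 18 lists. The lists were written by hand and cover UPR chaperones, folding and ERAD, ER stress sensors and transducers, ISR and ATF4 targets, cytosolic and mitochondrial aminoacyl-tRNA synthetases, nuclear-encoded and mitochondrially encoded subunits of oxidative phosphorylation, mitochondrial proteostasis, thermogenic genes, fatty acid beta-oxidation, de novo lipogenesis, cholesterol biosynthesis, and markers of macrophages, lipid-associated macrophages, skeletal muscle, lymphocytes, endothelium, and fibroblasts and preadipocytes. They are not the lists of the Ingenuity database.

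Genes were named in the text by a rule. It takes every gene that the paper names for these mice, the labels of Fig. 2B, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the 8 OPA1 BKO and 8 WT mice. It also takes the 5 genes with the smallest p of the interaction among those with an adjusted p-value under 0.05, and members of a list where the sentence is about that list. Of the genes this rule takes, 1 is not reported here. Genes that share reads with others were found by the share of 31-base words of their transcripts that also occur in other genes, and genes that share at least 50% of their words with the mitochondrial genome were treated as its nuclear copies.

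The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors (RLE) or library size alone in place of TMM, no filter on low counts, a filter at a mean TPM of 1, no term for sex, counts scaled from TPM by transcript length, all genes except those of the mitochondrial genome, protein-coding genes alone, limma on log2(TPM + 0.5), a further threshold of 1 on the absolute log2 fold change, females or males alone, each mouse left out in turn, fry or an estimated correlation in place of camera's preset one, ranks by p-value, and a prior count of 5. Scaling to the count of Tbp, a muscle score as a further term, an exact permutation test of log2(TPM + 0.5) for the kinases, and other units for the mitochondrial share were added after the data had been seen. For models across genes, 100 splits of the mice were compared, or all 35 where 4 mice were split from 4. Tables were joined and drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

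The tests were tried on simulated data with 15632 genes of which 200 were changed by 1 on the log2 scale. The edgeR test called 150 of them (75%) and 5 unchanged genes, with median estimates of 1.02 for genes set higher and -0.98 for genes set lower. DESeq2 called 158 of them and 19 unchanged genes. With 4 males against 4, edgeR called 108 of the 200 and 6 unchanged genes. An interaction of 2 on the log2 scale was called in 152 of 200 genes, with 9 unchanged genes called. A list of 30 genes shifted by 0.3 was found by camera and by fry, and neither called any of 40 unchanged lists. Genes were simulated independently of each other and without a fall of the mitochondrial share. The simulation therefore cannot show how the list tests behave for genes that move together, or whether the scaling holds for these mice.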

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

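For the macrophage lists, the test for fewer brown adipocytes was chosen only after the result was seen.

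In 11 of the 171 groups of 4 mice examined for the named genes, 1 mouse stood apart from the other 3, with a gap, divided by the group's range, above Dixon's critical ratio for 4 samples. Chance alone would give about 8.6 such groups, at 1 in 20. The gap was 0.976 of the range for Fgf21 in WT males, where S07 was at 0.718 CPM and the others at 0.138 to 0.153, and without S07 the log2 fold change of Fgf21 was 5.66. It was 0.841 for Gdf15 in OPA1 BKO females, where S14 was at 11.9 CPM and the others at 4.19 to 5.42, and without S14 the log2 fold change was 7.07. For Raet1d it was 0.956, with OPA1 BKO female S06 at 4.68 CPM and the others at 2.00 to 2.12. For Lama1 it was 0.953, with OPA1 BKO female S02 at 1.13 CPM and the others at 0.493 to 0.523. Atp6v0d2 had a gap of 0.891 in OPA1 BKO males, with S12 at 4.98 CPM and the others at 2.35 to 2.64, and its log2 fold change without S12 was 2.88. Trib3 had one of 0.852 in WT females, with S01 at 15.8 CPM and the others at 8.75 to 9.79, and its log2 fold change without S01 was 4.96.

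For C77080, WT female S09 stood low at 9.56 CPM against 11.9 to 12.1 (0.916 of the range) and WT male S07 stood high at 8.12 CPM against 6.71 to 6.92 (0.853), and the log2 fold change was 2.01 without S09 and 1.94 without S07. The remaining groups concern transcripts of the mitochondrial genome and sequences like it. mt-Atp8 in WT males had a gap of 0.926, with S07 at 3039 CPM and the others at 1541 to 1651. Gm13341, of whose 31-base words 48.0% occur in mt-Co2, had one of 0.849 in WT females, with S01 at 8.17 CPM and the others at 3.81 to 4.47. Gm28438, of whose words 99% occur in mt-Nd3, had one of 0.85 in OPA1 BKO males, with S12 at 220.9 CPM and the others at 261 to 268. Without the mouse that stood apart, the log2 fold changes of these genes were -2.71, -2.83 and -2.80. No direction or call changed in any of these fits, the cause of the gaps was not tested, and no biological explanation was tested.

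The effect of genotype differed between the sexes in 18 genes by edgeR's quasi-likelihood test of the interaction (2051 at an unadjusted p under 0.05), in 15 toward a larger log2 fold change in males and in 3 toward a smaller one. Of 100 assignments of sex within each genotype, the real one included, 2 gave as many genes, and the highest of the others gave 273. The number also rested on single mice. It was 2 without WT male S03 and 2 without OPA1 BKO male S08, 49 without WT male S07 and 62 without OPA1 BKO male S16. In the other fits it was 7 without S01, S02, S12 or S14, 3 without S10 or S13, 4 without S09 and 11 without S11, and it stayed within 1.5 times of 18 without S04, S05, S06 or S15. Library size as a cause was examined by thinning every library to 13514943 counts, which gave 23 genes. The scaling mattered as well, with 203 genes under library size alone and 4 under scaling to Tbp, which was chosen after seeing the data.

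Among the genes with the smallest p of the interaction, 4 are named here, and in each the log2 fold change was larger in males. C77080, on chromosome 4 from 129219578 to 129261404, rose by 1.29 in females and 2.73 in males on the log2 scale, a difference of 1.44 (adjusted p = 0.000584 in edgeR), and it kept an adjusted p-value under 0.05 in each of the 16 fits that left out 1 mouse. It overlaps Yars on the genome, but 0.0% of the 5732 words of 31 bases in its transcripts occur in other genes. The difference was 1.05 for Pwp2 (0.077 in females and 1.12 in males, adjusted p = 0.0159), 1.47 for Sirpa (1.85 and 3.31, adjusted p = 0.0159) and 0.78 for Mybbp1a (0.057 and 0.84, adjusted p = 0.0168), all in edgeR. Without S03 or S08, Sirpa and Mybbp1a were no longer past the threshold (adjusted p from 0.0578 to 0.0635). The same held for Sirpa and Mybbp1a without S10 or S13, for Mybbp1a without S09 and for Pwp2 without S13, with adjusted p between 0.0521 and 0.0582. Mybbp1a also fell short with counts scaled from TPM, where the difference was 0.43, with limma on TPM, where it was 0.60, and with scaling to Tbp, where it was 0.94, and Pwp2 fell short with scaling to Tbp, where it was 1.19. A biological difference between the sexes in the response to OPA1 loss stays open and was not tested beyond these models.

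The share of counts from the mitochondrial genome was 8.01% ± 0.719 (SD, n = 4) in OPA1 BKO females and 5.51% ± 0.935 (SD, n = 4) in OPA1 BKO males (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 can give). In WT mice it was 26.4% ± 2.09 in females and 27.0% ± 3.01 in males (SD, n = 4 each, exact permutation p = 0.743). On the log2 scale the genotype effect in males minus that in females was -0.58, and a permutation test over the 4900 exact reassignments of sex within genotype gave p = 0.0184. In total counts the OPA1 BKO males (13607283 to 22634892) spanned the females (15443730 to 19269226, exact permutation p = 0.714). Their muscle scores overlapped as well (exact permutation p = 0.80). The shares did not overlap (4.44% to 6.47% in males, 7.33% to 9.02% in females), which argues against either as the whole cause. Tests of 4 scattered mice against 4 cannot exclude a part played by library size or by muscle in the tissue. RNA quality and the yield of the selection for polyadenylated RNA were not measured here and stay open, as does the sex of the mice, so the difference may be technical or biological.

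Macrophage markers, which the paper does not discuss, were higher in OPA1 BKO BAT. The list of 18 macrophage markers had a median log2 fold change of 0.80, with 13 genes higher and 1 lower, and camera gave an adjusted p of 7.17e-05 (fry 0.00082, estimated correlation 0.327). The list of 17 markers of lipid-associated macrophages had a median log2 fold change of 1.54, with 11 higher and 2 lower, and an adjusted p of 0.000307 with camera (fry 3.58e-05, estimated correlation 0.215). The second median is the same with its 1 gene at the WT floor set to its bound. Other splits of the mice gave a camera p as small in 20 and 8 of 100, the real one included. These lists therefore do not stand out from the splits drawn. Genotype was not balanced in the splits, so uneven ones carry part of the genotype difference. They cannot decide whether the rise of these lists is due to chance. With library size alone both had an adjusted p of 0.0733, and over all alternatives the adjusted p went from 1.54e-07 to 0.327 for the first list and from 1.6e-06 to 0.215 for the second. All 18 genes of the first list and 11 of the 17 of the second had a mean of at least 1 CPM in WT BAT, and 3 of the second are labels of Fig. 2B.

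A candidate explanation for the macrophage lists is a larger number of macrophages in OPA1 BKO BAT. The 5 most abundant markers were all higher with an adjusted p-value under 0.05 in edgeR, but they belong to the list whose rise is in question, so they do not decide it. They were Lyz2 (log2 fold change 1.91, mean 106 CPM), Laptm5 (1.23, 20.9 CPM), C1qb (1.03, 23.9 CPM), C1qa (0.72, 19.6 CPM) and Csf1r (0.59, 22.1 CPM). A lower share of brown adipocytes would raise the markers of every other cell type alike, but the other lists went both ways. The median log2 fold change was -0.30 for the endothelial list and -0.61 for the lymphocyte list. It was 0.36 for fibroblasts and preadipocytes and 1.34 for muscle. In that order, 10, 41, 53 and 94 of 100 splits gave a camera p as small. Since none of these lists stands out from random splits, they do not decide whether fewer brown adipocytes contributed. A larger number of macrophages and induction of these genes within cells that were already present cannot be told apart here, since bulk RNA gives no count of cells.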

How the results depend on the processing

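No test of an explanation was added for this part, but the alternatives that scale to Tbp, add a muscle score as a term, test log2(TPM + 0.5) of the kinases by permutation or give the mitochondrial share in other units were chosen after seeing the data, whereas all other alternatives and the gene lists were chosen before the data were examined. No paired analysis was possible because the labels give the mice no pairing.

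Opa1 was lower and Gdf15, Fgf21 and Eif2ak3 were higher, with an adjusted p-value under 0.05, under each alternative and without each mouse. Across the alternatives the log2 fold change of Opa1 went from -2.97 to -1.99, that of Gdf15 from 5.12 to 8.38, that of Fgf21 from 4.41 to 5.74 and that of Eif2ak3 from 0.49 to 1.42. The log2 ratio of Eif2ak3 in TPM went from 1.29 to 1.89, and that of the mitochondrial share from -2.29 to -1.62. With each mouse left out, they stayed within -2.90 to -2.76 for Opa1, 6.50 to 7.61 for Gdf15, 5.02 to 5.66 for Fgf21, 0.59 to 0.71 for Eif2ak3 and -2.05 to -1.91 for the mitochondrial share. Gdf15 and Fgf21 stayed within the first 25 ranks, except when genes were ranked by p-value (136 and 54), which puts the spread between mice into the rank.

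The number of genes that differed depended on the scaling. Library size alone gave 11242 genes over both sexes, 9058 in females (8895 of them higher), 9903 in males (9506 of them higher) and 203 for the interaction (193 higher in males), and it raised the median gene by 0.57, 0.51, 0.62 and 0.12. Limma on log2(TPM + 0.5) gave 13598, 12218 (12161 higher), 12417 (12279 higher) and 212 (208 higher in males). These scalings leave the fall of the mitochondrial transcripts in the totals. Scaling to Tbp gave 1441 in females (913 higher and 528 lower) and 4 for the interaction, with 4604 in males (3583 higher and 1021 lower). A threshold on the fold change left 1062 (725 higher), 613 (447 higher), 1531 (951 higher) and 10 genes (9 higher in males), and females alone gave 2694, with fewer mice. DESeq2 gave 372 genes for the interaction (252 higher in males) and a filter at a mean TPM of 1 gave 29, and the cause was not tested. DESeq2 called 6724 genes over both sexes, of which 6251 were also called by edgeR, all in the same direction. Leaving out each mouse gave 5876 to 6482 genes over both sexes, 1968 to 2979 in females, 4574 to 5654 in males and 2 to 62 for the interaction.

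The finding that Eif2ak3 alone rose among the 4 ISR kinases held with TMM, RLE and DESeq2, but with library size alone Eif2ak1 was reversed to 0.46 and Eif2ak2 (0.59) and Eif2ak4 (0.59) passed the threshold. With limma on TPM, and with the permutation test of the same values, these became 0.84, 0.89 and 0.89. A test of the fall of the mitochondrial genome as the source of these rises left the 3 kinases with a median log2 ratio of 0.26. Scaling to Tbp gave 0.013 for Eif2ak1. Males alone gave -0.17 for Eif2ak2 and -0.13 for Eif2ak4, and the cause was not tested. Across the fits that each left out 1 mouse, Eif2ak2 went from -0.012 (without S05, and below 0 also without S02) to 0.092 and Eif2ak4 from -0.010 (without S13, and also without S10) to 0.068, each without passing the threshold.

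For lists, the value is the median log2 fold change of the members less that of the other genes, while the direction is that of camera's test statistic, so they can have opposite signs. With the correlation estimated from the data, the UPR list (0.29), the cytosolic synthetases (0.66) and the nuclear-encoded subunits (-0.59) were no longer past the threshold (adjusted p = 0.0969 for each, the highest of any alternative), while the ER stress list was. Of 14 other lists, 6 passed the threshold, against 10 without a filter on low counts, 2 with the estimated correlation and 6 to 8 without each mouse. The mitochondrial synthetases reversed with library size alone (-0.060, adjusted p = 0.0307), no filter (-0.030), limma on TPM (0.030, adjusted p = 0.0364), males alone (-0.023), scaling to Tbp (-0.063) and without S01 (range over the fits without each mouse, -0.13 to -0.012). The muscle list reversed toward lower with library size alone (1.36, adjusted p = 6.54e-05), limma on TPM (0.54, adjusted p = 1.72e-09), females alone (0.57), scaling to Tbp (1.31) and without S01, S04, S06 or S14 (range 0.55 to 1.76). The thermogenic list reversed in males alone (0.20), with the muscle score (0.22) and without S01, S02, S04, S07 or S13 (range 0.12 to 0.28). Fatty acid beta-oxidation reversed with limma on TPM (-0.21) and mitochondrial proteostasis in females alone (-0.13). Ucp1 reversed with library size alone (0.082) and limma on TPM (0.48, adjusted p = 0.0374), and Dio2 with limma on TPM (0.51) and in males alone (0.052). All other reversals in this paragraph had an adjusted p of at least 0.05, and the cause of none was tested.

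Among all other values, 677 of 731 under alternatives kept their direction and side of the threshold, 16 became weaker, 21 stronger and 17 reversed, and of 864 without 1 mouse 819 were the same, 12 weaker, 23 stronger and 10 reversed, the reversals being those named above. Lists were not tested under DESeq2 or the fold threshold, and the sexes were not examined apart without the sex term, with the muscle score or in mice of the other sex. At this depth, genes with at most 3 counts in every WT mouse have only a lower bound on their fold.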

Differences from the paper's values

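No test of an explanation was run for this part. The levels of Eif2ak3 in Fig. 2C, about 2.7 in WT and about 8.2 in OPA1 BKO mice, read by eye, lie within 1.5 times of the 2.89 and 8.61 TPM found here, and the transcript with the highest mean TPM alone, an alternative set before the data were examined, gave 2.71 and 8.24. The legend of Fig. 2C names a log2 scale for these bars, while their axis is labelled TPM. On a log2(TPM + 1) scale the means were 1.95 and 3.25, so the bars lie on the scale of TPM itself.

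The paper's text gives PERK as the only enriched kinase among the 4 that activate the ISR. That held here with TMM, RLE and DESeq2, the last being the tool that the paper's methods name for differential expression. DESeq2 gave an adjusted p of 0.283 for Eif2ak1, 0.770 for Eif2ak2 and 0.722 for Eif2ak4. In TPM, the unit of Fig. 2C, these 3 kinases were also higher. Their ratios were 1.81, 1.99 and 2.00 in that order, against 2.98 for Eif2ak3. On the log2 scale they rose by 0.86, 0.99 and 1.00, close to the 0.96 of the median gene with at least 1 TPM.

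Of the 25 genes that the paper labels in its heatmap (Fig. 2B), 20 were among the 25 largest increases here, against 6 by p-value, 10 with limma on TPM, 15 with a prior count of 5, 15 with a filter at a mean TPM of 1, 16 without a filter and 18 to 20 under the other alternatives. Gm11714 was at rank 54, Atp6v0d2 at rank 58 and Ppef1 at rank 231 of 3255. Atp6v0d2 was at rank 23 in males alone, and none of the other alternatives placed any of these 3 among the first 25. Cpb1 was removed by the filter on low counts, but it was called with DESeq2 (rank 41, adjusted p = 0.000107) and without a filter in edgeR (rank 56, adjusted p = 0.000195). The last label was not found by symbol in the annotation. The 5 genes in their place, named after their values were seen, were Scd3 (log2 fold change 6.47), Slc7a5 (4.25), Spag5 (4.08), Gm49364 and Rhox4b. No fold is given for Gm49364 and Rhox4b, whose means over all mice were 0.277 and 0.222 CPM.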

Other observations

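For the lower mitochondrial share, the tests for library size and for fewer brown adipocytes were chosen only after the result was seen.

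Several causes were examined for the lower share of counts from the mitochondrial genome in OPA1 BKO BAT. Total counts overlapped between genotypes, with 15795766 to 23114534 in WT and 13607283 to 22634892 in OPA1 BKO mice (exact permutation test, two-sided, p = 0.433). The shares did not overlap, which argues against library size as the whole cause. The share is computed within each mouse, so no normalization factor enters it. Reads had not moved to the 7 nuclear copies of mitochondrial genes on chromosome 1, whose share changed by -4.12 percentage points, from 5.66% ± 0.969 to 1.55% ± 0.412 (SD, n = 8 each). With the muscle score as a term, the genotype effect on the log2 share was -2.02, and without it -2.01. Fewer brown adipocytes would lower the thermogenic genes by as much, but their list had a median log2 fold change of 0.21 and its lowest member, Adrb3, was at -1.01, which argues against this as the whole cause. RNA quality and the yield of the selection for polyadenylated RNA were not tested. A lower level of mitochondrial transcripts per cell after loss of OPA1 may account for the share, as a hypothesis. The untested technical causes stay open, as does an effect of Cre, which only the OPA1 BKO mice carry.

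The 5 largest decreases among genes with a mean of at least 1 CPM and no overlap between genotypes all belonged to the mitochondrial genome or to sequences like it. mt-Te, on chromosome M from 14071 to 14139, had a log2 fold change of -3.91 (standard error 0.43, adjusted p = 3.03e-06 in edgeR). It is a mitochondrial tRNA with few reads, 18 to 127 estimated counts in WT and 1 to 6 in OPA1 BKO mice. Without WT female S01, which had the 127 counts, its log2 fold change was -3.49. mt-Atp6, from 7927 to 8607, was at -3.19 (adjusted p = 1.25e-08), but 99.5% of its 31-base words occur in Gm10925 and it overlaps mt-Atp8, from 7766 to 7969, which was at -2.84 (adjusted p = 6.24e-08). Gm13341, on chromosome 2 from 22587291 to 22587962, was at -2.93 (adjusted p = 1.04e-06), with 48.0% of its words in mt-Co2. Gm28438, on chromosome 1 from 24612775 to 24613119, was at -2.82 (adjusted p = 5.55e-10), with 99% of its words in mt-Nd3, so the reads of these genes cannot be assigned with certainty. Opa1 itself, also at -2.82, came next.

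The lower level of the nuclear-encoded subunits of oxidative phosphorylation, with a median log2 fold change of -0.58, was compared with genes of similar expression. For each subunit the 10 closest other genes were taken, and a gene close to several subunits was counted each time. The median was -0.16 for genes closest in length and expression (266 distinct genes). It was -0.12 for genes closest in GC content and expression (466 distinct genes), so neither bias accounts for the whole decrease. For this list, for the subunits of the mitochondrial genome, for the ER stress list, for the ISR list and for the cytosolic synthetases, 1 of 100 splits of the mice, the real one, gave a camera p as small. For the UPR list it was 6 of 100, for the mitochondrial synthetases 83 and for fatty acid beta-oxidation 5. The UPR and fatty acid beta-oxidation lists thus do not stand out from these splits at a share under 0.05. Genotype was not balanced in the splits, so uneven ones carry part of the genotype difference. The shares therefore do not show that these lists moved by chance.

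The higher TPM of Eif2ak1, Eif2ak2 and Eif2ak4 in OPA1 BKO BAT is consistent with counts given up by the mitochondrial genome, since without it and its nuclear copies the median log2 ratio of the 3 kinases fell from 0.99 to 0.26 and that of all genes with at least 1 TPM from 0.96 to 0.22. Of these 3, Eif2ak4 still differed without it (log2 ratio 0.26, exact permutation p = 0.0163). The rise of Eif2ak3 exceeded that of the median gene by 0.55 on the log2 scale (exact permutation test, two-sided, p = 0.00031), which argues against the same cause for the whole of it.

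For the number of genes that differed, 1 of 100 splits of the 16 mice gave as many over both sexes, the real one, and the highest of the others gave 670. Within females and within males 1 of 35 splits did, and the highest of the others gave 1. More genes differed in males (5450) than in females (2812). After thinning to equal library size there were 5002 in males and 2527 in females, which argues against library size as the cause. Over the 6412 genes called in both sexes together, the median absolute log2 fold change was 0.58 in males and 0.42 in females, and of 100 assignments of sex within genotype 1, the real one, gave as large a difference of 0.16. A stronger response to OPA1 loss in males may underlie this, as a hypothesis, and other differences between the groups of 4 mice stay open.

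The thermogenic list, 17 genes, had 4 genes higher and 4 lower and a median log2 fold change of 0.21 (adjusted p = 0.925 with camera, 0.895 with fry), and 96 of 100 splits gave a camera p as small. Ucp1, on chromosome 8 from 83290352 to 83298452, was at 4758 ± 1319 CPM (SD, n = 8) in WT and 3436 ± 1075 CPM (SD, n = 8) in OPA1 BKO mice, a log2 fold change of -0.46 (adjusted p = 0.0738 in edgeR). Without WT female S05, OPA1 BKO female S10 or OPA1 BKO male S16 it was -0.54, -0.54 or -0.59 and passed the threshold (adjusted p in edgeR = 0.0449, 0.0431 and 0.0241), and with limma on TPM it was 0.48, a rise past the threshold (adjusted p = 0.0374, from 0.0241 to 0.72 over all alternatives). Dio2, on chromosome 12 from 90724552 to 90738438, was at 165 ± 104 CPM in WT and 102 ± 27.2 CPM in OPA1 BKO mice (SD, n = 8 each), a log2 fold change of -0.56 (adjusted p = 0.187 in edgeR). Without WT male S11 it was -0.75 (adjusted p = 0.0449 in edgeR). In the model of the 4 groups it was -1.18 in females (adjusted p = 0.0642 in edgeR) and 0.053 in males (adjusted p = 0.935 in edgeR), and the interaction with sex was 1.23 (adjusted p = 0.392 in edgeR). A fit to the females alone also gave -1.18 but passed the threshold (adjusted p = 0.0424 in edgeR, from 0.0424 to 0.993 over all alternatives), and one to the males alone gave 0.052 (adjusted p = 0.936 in edgeR). Elovl3 rose by 2.99 on the log2 scale, the most of the list.

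Mitochondrial proteostasis, 15 genes, had 5 higher and 6 lower, with a median log2 fold change of -0.084 (adjusted p = 0.845 with camera but 0.00552 with fry, toward higher), and 79 of 100 splits gave a camera p as small. Toward higher it also passed with library size alone and limma on TPM (adjusted p = 0.0154 and 0.00307, with 0.993 the highest of any alternative). In this list Lonp1 rose by 1.88 and Hspa9 by 1.12. Fatty acid beta-oxidation, 19 genes, had 15 lower and 1 higher and a median of -0.36 (adjusted p = 1.43e-06 with camera, 1.42e-05 with fry, 0.198 with the estimated correlation). De novo lipogenesis, 14 genes, had a median of -0.37 (adjusted p = 0.129, 50 of 100 splits). It passed the threshold with library size alone, limma on TPM, no filter on low counts, males alone and without S13 (adjusted p = 0.00245, 0.00375, 0.0489, 0.0458 and 0.0491), and over all alternatives the adjusted p went from 0.00245 to 0.715. Cholesterol biosynthesis, 21 genes, had a median of 0.38 with 10 higher and 2 lower (adjusted p = 0.0505 with camera and 0.0698 with fry, 50 of 100 splits), and it passed the threshold without S01, S03, S04, S05, S07, S09, S12, S14 or S15, with adjusted p from 0.0188 to 0.0490. It also passed with RLE, no filter, no term for sex and counts scaled from TPM (adjusted p = 0.0491, 0.00615, 0.0471 and 0.0366), and over all alternatives the adjusted p went from 0.00615 to 0.667.

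Among lists for other cell types, lymphocyte markers, 16 genes, had a median log2 fold change of -0.61 (adjusted p = 0.0505 with camera and 0.0164 with fry, 41 of 100 splits), and they passed the threshold without S03, S05, S06, S07, S09, S13, S14 or S15, with adjusted p from 0.0261 to 0.0477. They also passed with library size alone (7.02e-06), limma on TPM (7.38e-08), no filter (0.00886), RLE (0.0491), no term for sex (0.0471), scaling to Tbp (0.00595) and the muscle score as a term (0.048), the last pair chosen after seeing the data, and over all alternatives the adjusted p went from 7.38e-08 to 0.949. Endothelial markers, 12 genes, had a median of -0.30 with 7 lower (adjusted p = 0.0042 with camera, 0.000149 with fry and 0.226 with the estimated correlation, 10 of 100 splits), and they fell short with library size alone and limma on TPM (adjusted p = 0.0965 and 0.833, the last the highest of any alternative). Fibroblast and preadipocyte markers, 12 genes, had a median of 0.36 with 5 higher (adjusted p = 0.129, 53 of 100 splits), and the adjusted p was 0.0365 without S10 and 0.0272 without a filter (from 0.0272 to 0.667 over all alternatives). For the macrophage lists, 20 and 8 of 100 splits gave a camera p as small.

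Skeletal muscle transcripts varied between mice within every group. Acta1 was between 0.744 and 3935 TPM in OPA1 BKO females, 35.2 and 4435 in OPA1 BKO males, 2.54 and 1115 in WT females and 17.9 and 237 in WT males. The 16 muscle markers had a median log2 fold change of 1.34 with none past the threshold (adjusted p = 0.845 with camera, 94 of 100 splits). A candidate explanation is muscle taken with the tissue, since the markers rose and fell together across mice with a median correlation across mice of 0.991 after removal of group means, against at most 0.353 in 1000 random lists of similar expression. No biological explanation was tested.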
